# Integration of Meta-Multi-Omics Data Using Probabilistic Graphs and External Knowledge

**DOI:** 10.3390/cells12151998

**Published:** 2023-08-04

**Authors:** Handan Can, Sree K. Chanumolu, Barbara D. Nielsen, Sophie Alvarez, Michael J. Naldrett, Gülhan Ünlü, Hasan H. Otu

**Keywords:** multi-omics, kefir, *Lentilactobacillus kefiri*, *Lactobacillus kefiranofaciens*, Bayesian networks

## Abstract

Multi-omics has the promise to provide a detailed molecular picture of biological systems. Although obtaining multi-omics data is relatively easy, methods that analyze such data have been lagging. In this paper, we present an algorithm that uses probabilistic graph representations and external knowledge to perform optimal structure learning and deduce a multifarious interaction network for multi-omics data from a bacterial community. Kefir grain, a microbial community that ferments milk and creates kefir, represents a self-renewing, stable, natural microbial community. Kefir has been shown to have a wide range of health benefits. We obtained a controlled bacterial community using the two most abundant and well-studied species in kefir grains: *Lentilactobacillus kefiri* and *Lactobacillus kefiranofaciens*. We applied growth temperatures of 30 °C and 37 °C and obtained transcriptomic, metabolomic, and proteomic data for the same 20 samples (10 samples per temperature). We obtained a multi-omics interaction network, which generated insights that would not have been possible with single-omics analysis. We identified interactions among transcripts, proteins, and metabolites, suggesting active toxin/antitoxin systems. We also observed multifarious interactions that involved the shikimate pathway. These observations helped explain bacterial adaptation to different stress conditions, co-aggregation, and increased activation of *L. kefiranofaciens* at 37 °C.

## 1. Introduction

Individual omics data, such as transcriptomics, proteomics, or metabolomics, can be reliably obtained for a biological system, and analyzing each omics data type separately provides its own unique insight. However, biological systems operate through interactions between different omics types [1]; hence, there is a need for methods that integrate and analyze multi-omics data to uncover the complex and emergent relationships in biological systems [2].

There are various methods that attempt to integrate and analyze multi-omics data [3]. At the integration level, “data-based” approaches concatenate different omics datasets [4], and “model-based” approaches combine individual models (or results) for each omics dataset. At the analysis level, “dimension reduction” methods discover latent features combining different omics and characterize samples [5,6], “correlation, association, or clustering” methods try to elucidate similarity across heterogeneous omics types via group membership [7,8,9,10], and “network” methods attempt to identify the interaction structure between heterogeneous omics types [11,12,13,14]. However, network methods can be limited to certain omics types, e.g., copy number variation and gene expression [11], or target applications other than building interaction networks, e.g., disease subtyping [13].

We previously developed a tool called OBaNK, which is a hybrid data/model-based multi-omics integration method that generates multifarious interaction networks [15]. OBaNK applied Bayesian networks (BNs) to the integration of multi-omics data using external knowledge. By “external knowledge,” we mean molecular interaction evidence and models derived from publicly available sources. Existing biological knowledge is currently stored in heterogeneous forms across multiscale databases. Constructs such as OBaNK that benefit from this wealth of information in a structured way show improved performance [16]. BNs are viable tools for exploring omics data in a graph setting as biological networks consist of linear and nonlinear interactions, which are stochastic, obscured by noise, and can be related to causal inference [17]. BNs reflect the dependency structure for a set of random variables and can be used to precisely capture these kinds of interactions, justifying their use in biological network analysis.

However, OBaNK was limited to human data only and provided a suboptimal integration of external knowledge as it used a maximum likelihood model instead of a maximum *a posteriori* one. We had also developed a construct called Bayesian network prior (BNP), which optimally integrated external knowledge to identify interaction networks using a maximum *a posteriori* model [18]. Unfortunately, BNP is limited to human single-omics data and cannot handle multi-omics data. In this paper, we improve on both previous approaches in two different facets. We develop a method that generates interaction networks for multi-omics data from a community (as opposed to single omics from a single organism) while optimizing the integration of external knowledge using a maximum *a posteriori* model. The proposed method uses multi-omics data from a bacterial community, which we refer to as “meta-multi-omics data.” We use the prefix “meta” like it is used in the term “metagenomics” to denote that the corresponding omics data types are coming from a community of organisms instead of a single organism.

Microbial communities are complex systems that require advanced computational tools to characterize their diversity, stability, and dynamics. Kefir grain, a microbial community that ferments milk, represents a self-renewing, stable, natural microbial community [19]. We and others have investigated the bacterial composition of kefir grains and their biochemical properties [20,21,22,23]. Kefir is a traditional dairy product and a very popular probiotic obtained via the fermentation of milk by kefir grains [24]. Kefir has been shown to be associated with a wide range of health benefits, such as enhancing the immune system, providing anti-inflammatory effects, promoting digestive health, preventing cardiometabolic diseases, and regulating plasma glucose levels, in addition to its antimicrobial and antioxidant capacities [21,23,25,26].

Understanding the structure and stability of the microbial community in kefir grains is important for the success of production strategies and the use of kefir as a probiotic. However, developing a multi-omics interaction network for the complete grain is an extremely difficult and complex task. Therefore, to use it as a testbed for algorithm development, we initially obtained a controlled bacterial community using the two most abundant and well-studied species in kefir grains: *Lentilactobacillus kefiri* and *Lactobacillus kefiranofaciens*. Our overall goal was to establish the molecular dynamics in the controlled bacterial community when we contrasted the growth conditions at 30 °C and 37 °C, the latter aiming to approximate the human body temperature. We obtained transcriptomic, metabolomic, and proteomic data for the *same* 10 biological replicates at each temperature (3 omics data types for 20 samples).

We analyzed individual omics data by identifying statistically significantly differentially expressed molecules between the two temperature settings, assessed the clustering and classification performance of these molecules, and obtained their functional characteristics at the system level. Then, we generated an interaction network that involves all three omics data types using BNs and the incorporation of external knowledge. We compared our results to those of OmicsNet [4], a multiomics integrator using external knowledge, and a correlation-based network-generating approach [10].

Discovering the network of interactions between different types of omics data has the potential to lead to a deeper understanding of the underlying, generalizable biological mechanisms. The method proposed in this paper provides such discoveries with the ability to (i) use multi-omics data from a microbial community as opposed to a single organism, (ii) incorporate far-reaching external knowledge about molecular interactions, (iii) use this external knowledge in its model instead of using it for simple soft/hard decision-making on the existence of interactions, and (iv) optimize the true objective function, MAP, instead of the suboptimal ML. The algorithm developed in this paper, called MEta-Multi-omics Integration using Networks and EXternal knowledge (MEMINEX), is freely available as a software package at http://otulab.unl.edu/MEMINEX (accessed on 1 August 2023).

## 2. Materials and Methods

### 2.1. Strains, Media, and Growth Conditions

We obtained *L. kefiri* (JCM5818) and *L. kefiranofaciens* subsp. *kefiranofaciens* (JCM6985) from the Japan Collection of Microorganisms (JCM). Both *L. kefiri* and *L. kefiranofaciens* were separately activated on Lactobacillus MRS (Difco, Becton, Dickenson, and Co., Sparks, MD, USA) agar plates and incubated anaerobically for 3 days at 30 °C. A single colony from each microorganism was picked, transferred into 15 mL MRS broth, and incubated anaerobically at 30 °C for 3 days [27]. The two strains of bacteria were subcultured twice until they reached the exponential growth phase. In Supplementary Figure S1, we show growth curves for the two bacteria and their co-culture at both 30 °C and 37 °C.

### 2.2. Sample Collection

All samples were initially inoculated with a mixed culture of *L. kefiri* and *L. kefiranofaciens* inoculum blended from 3-day cultures. An amount of 20 mL of MRS medium was inoculated with 0.5 mL of the combined inoculum and incubated for 3 days, one set of 10 at 30 °C and another set of 10 at 37 °C. For controls, *L. kefiri* and *L. kefiranofaciens* were inoculated in triplicate for each temperature. The tubes were removed from the incubator after 3 days, and 0.1 mL of each sample was placed in a 96-well plate for OD (600 nm) analysis. Samples were then centrifuged (3000× *g*, 4 °C, 10 min), and the supernatant was removed and frozen for further analysis. The pellet was washed in fresh MRS (pH 5.5), divided into three aliquots, re-pelleted in microcentrifuge tubes, and frozen at −80 °C for subsequent transcriptomic, proteomic, and metabolomic analysis. All omics experiments and subsequent differential expression analysis were performed on co-cultures.

### 2.3. Transcriptomics

RNA was isolated using Omega Biotek E.Z.N.A.^®^ Total RNA Kit II (Omega Biotek, Norcross, GA, USA) according to the manufacturer’s protocol. Isolated RNA sample quality was assessed by High Sensitivity RNA Tapestation (Agilent Technologies, Santa Clara, CA, USA) and quantified by the Qubit 2.0 RNA HS assay (ThermoFisher, Waltham, MA, USA). Ribosomal RNA depletion was performed with the Ribo-Zero Plus rRNA Removal Kit (Illumina, San Diego, CA, USA). Samples were randomly primed and fragmented based on the manufacturer’s recommendation. The first strand was synthesized with Protoscript II Reverse Transcriptase with a longer extension period of approximately 40 min at 42 °C. All remaining steps for library construction were performed according to the NEBNext^®^ UltraTM II Directional RNA Library Prep Kit for Illumina^®^ (New England BioLabs Inc., Ipswich, MA, USA). The final quantity of the libraries was assessed by Qubit 2.0 (ThermoFisher), and quality was assessed by TapeStation D1000 ScreenTape (Agilent Technologies). Illumina^®^ 8-nt dual-indices were used. Equimolar pooling of libraries was performed based on QC values and sequenced on an Illumina^®^ [NovaSeq S4] (Illumina) with a read length configuration of 150 PE for 20 M PE reads per sample (10 M in each direction).

Raw data was initially processed using FastQC (v0.11.9) [28] and Trimmomatic (v0.40) [29] to identify and remove overrepresented artificial sequences such as adapters. Cleaned reads were further analyzed with Trimmomatic to remove low-quality bases. We used the “maxinfo” filtering in palindrome mode with the default parameters. Reads were subject to a quality threshold of 25, and if the retained length was less than 40 bp, they were removed from further analysis. The quality of sequencing data at the sample level before and after trimming and filtering was assessed using our in-house-developed method FQStat (v1.0) [30]. All samples yielded high-quality sequences and were carried on for downstream analysis. Transcript quantification was conducted using Salmon (v1.6.0) [31] based on EnsemblBacteria (Release 56) [32] assemblies for the two species. Transcripts per million (TPM) was used as the normalized abundance value for the transcripts, and DeSeq2 (v1.34.0) was used to assess differential expression [33]. A transcript was considered significantly differentially expressed if its fold change between the two conditions was above 2.0 and the adjusted Wald test *p*-value for this change using the Benjamini-Hochberg method was less than 0.05.

### 2.4. Metabolomics

Cell pellets were washed three times with cold PBS to remove any cell media left after collection. The cell pellets were then extracted using cold 100% methanol and spiked with 40 μL of 10 pinitol (the internal standard). A quality control (QC) sample was prepared by mixing the same amount of each sample into one. The supernatants were then dried down using a speed vacuum and then resuspended in 20 mg/mL methoxyamine hydrochloride reagent prepared in pure pyridine and incubated for 2 h at 37 °C on a platform shaker at 1000 rpm. Next, for derivatization, the MSTFA +1% TMCS derivatization (ThermoFisher) was added to each sample and incubated for 30 min at 37 °C on a platform shaker at 1000 rpm, followed by a centrifugation for 10 min at 16,000 g prior to transferring the mixture to GC vials for injection into GC-MS. The GC-MS analysis was carried out with an Agilent GC (Model 7890B) and MS Quadrupole (Model 5977A) (Agilent Technologies). The liquid injection was conducted using a PAL System RSI 85 (PAL, Lake Elmo, MN, USA). The injector temperature was 260 °C, and the MS transfer line was 230 °C. Metabolites were separated on a 5% phenyl 95% dimethylarylene siloxane HP-5MS 30 m, 0.25 mm, 0.25 μm capillary column (Agilent Technologies) at a constant flow rate of 1.5 mL·min^−1^ of helium as a carrier gas. One microliter of derivatized sample was injected into the injector operating in 1:5 split mode. The temperature of the column was initially set to 60 °C and increased at a rate of 10 °C·min^−1^ to 325 °C. The samples were run alongside the mixture of retention index C10–25 alkanes (DRO Mix Tennessee/Mississippi, Restek Corp., Bellefonte, PA, USA) for identification. The QC sample was injected three times in the sample sequence: once at the beginning, once after 10 samples, and one last time at the end to check on the instrument performance and adjust for instrument variation in the data processing. The samples were randomized for the sequence run.

The data was analyzed using MS-Dial (v4.9) for peak detection, deconvolution, alignment, quantification, normalization, and identification [34]. The putative identification of the metabolites was based on the Kovats retention index (RI) and the matching score of the mass spectra with the libraries. Two libraries were used: a local library made from running authentic standards with Kovats RI and a public spectrum library, the curated Kovats RI, with a total of 28,220 compounds (last edited 21 August 2022, which includes the Fiehn, RIKEN, and MoNA databases). The peaks were manually reviewed for peak shape, chromatogram alignment integrity, and MS/MS match, and the final list of compounds with RI similarities >95% was reported. The data was normalized based on the internal standard spiked in the samples during extraction and using LOWESS (locally weighted scatterplot smoothing) for QC-batch normalization.

Differential, functional, and pathway enrichment analyses have been performed using MetaboAnalyst 5.0 [35]. Metabolites with an adjusted *t*-test *p*-value < 0.05 using the Benjamini–Hochberg method were deemed significantly differentially expressed. Samples and metabolites were clustered using hierarchical clustering based on the Unweighted Pair Group Method with Arithmetic-mean (UPGMA) method [36] using MATLAB (v2022b, The MathWorks Inc., Natick, MA, USA). Metabolite signal values were normalized across samples to have zero-mean unit variance for each metabolite; average linkage was employed in UPGMA; and Pearson’s correlation was used as the distance measure between metabolites.

### 2.5. Proteomics

Cell pellets washed with cold PBS were further washed once with 70% ethanol and air-dried. The proteins were solubilized in 400 μL of 7 M urea, 2 M thiourea, 5 mM DTT, 0.1 M Tris, pH 8, and reduced for 2 h at 37 °C. Protein amounts were assayed using the CBX kit (G-Bioscience, St. Louis, MO, USA), and an aliquot of each sample was alkylated with iodoacetamide. Lys-C digestion was carried out at a 1:20 *w*/*w* ratio for 4 h in 4 M urea before dilution to 1 M urea and digestion with trypsin (1:20 ratio) for 20 h at 37 °C. 5 μg of each digest was diluted to 45 μL with 0.5% TFA and 5 μL of 100 fmol/μL of phosphorylase B (MassPREP, Waters Corp., Milford, MA, USA) added. 0.5 μg (5 μL) of each sample was analyzed, containing 50 fmol of phosphorylase B. Each digest was run by a Thermo Ultimate 3000 nanoLC-MS/MS using a 2 h gradient on a Waters CSH 0.075 mm × 250 mm C18 column feeding into a Thermo Orbitrap Eclipse mass spectrometer. The order of sample runs was randomized.

All MS/MS samples were analyzed using Mascot (Matrix Science, London, UK; v2.7.0). Mascot was set to search the cRAP database from the global proteome machine (v1.0), the JCM5818 (2027 sequences) and JCM6985 (1831 sequences) protein databases obtained from the NCBI RefSeq collection (release 206), and the phosphorylase B assuming the digestion enzyme trypsin with a fragment ion mass tolerance of 0.6 Da and a parent ion tolerance of 10.0 PPM. Deamidated asparagine and glutamine and oxidation of methionine were specified in Mascot as variable modifications. The carbamidomethyl of cysteine was specified in Mascot as a fixed modification. The quantitation of the proteins was conducted using Proteome Discoverer (ThermoFisher; v2.4). The data were searched using a decoy database to set the false discovery rate to 1% (high confidence). Only proteins with a minimum of 2 peptides and 5 peptide spectrum matches (PSMs) were reported. The peptides were quantified using the precursor abundance based on intensity, normalized based on the specified protein, and raw abundances are reported. The protein ratios are calculated using the summed abundance for each replicate separately. The significance of differential expression was assessed using a *t*-test with adjusted *p*-values based on the Benjamini–Hochberg method following LOWESS normalization.

### 2.6. Meta-Multi-Omics Network Construction

The overall workflow of the proposed method for building multi-omics interaction networks is depicted in Figure 1. The interaction inference model, referred to as the Bayesian network prior (BNP) model, is used to infer the interaction probability of two molecules based on external knowledge and given experimental data. Various experimental techniques may imply an interaction between two molecules. However, there remains stochastic uncertainty regarding the reliability of a true interaction. BNP represents the dependency structure between “different experimental evidence types that imply molecular interaction” and the “event, molecular interaction” [18,37]. Therefore, BNP is itself a BN, with one node representing “molecular interaction” and the remaining nodes representing “different evidence types”.

The topology of BNP was learned using the observation matrix, which consists of pairs of molecules as rows and evidence types attesting to their interaction as columns. We use the term “interaction” in its broadest form, which can represent regulation or co-regulation for transcripts, protein-protein interactions for proteins, metabolic reaction involvement for an enzyme-metabolite pair, etc. If two molecules were deemed interacting/associated in an external database, we included that pair in our evidence matrix, which is used to build BNP. This matrix was generated by automatically extracting the interaction information from sources such as Gene Expression Omnibus (GEO) for co-expression [38], KEGG (Release 104) [39], NCI/Nature Pathway Interaction Database (PID; v2.0) [40], Reactome (v82) [41], Integrated Interactome System (IIS; v1.0.2) [42], and Biological General Repository for Interaction Datasets (BioGRID; v4.4.214) [43]. If the interaction information obtained from a database did not include the organisms for which the meta-multi-omics data came from, such interactions were inferred by orthology. For each row, if an evidence type, e.g., a yeast-two-hybrid, co-purification, or co-expression experiment, implies the interaction of the pair, we placed a 1 (and otherwise a 0) in the matrix. A “molecular interaction” column was added, and it was called 1 if two or more evidence types implied the interaction of a molecule pair along a row.

Based on this evidence matrix, BNP was learned using the Bayesian information criterion (BIC) score [44] and the hill climbing method [45] with the bnlearn (v4.6.1) R package [46]. The strength of the probabilistic relations expressed by the edges of the BNP was measured using Friedman’s bootstrap method with 1000 repeats [47]. Model averaging was used to build a consensus network containing only the edges with significant strength values [48].

Given *n* molecules across *k* samples from two groups, e.g., case and control, an *n × k* data matrix was formed. This data matrix contained appended signal values from different omics types along its rows. Data preprocessing for BN structure learning was conducted as previously described [18,49,50]. Briefly, for each molecule, fold change values between each possible pair of samples in the two groups were obtained. Let *N1* be the number of samples in the first group and *N2* be the number of samples in the second group. For each molecule, we calculated *N1 × N2* fold change values: the first sample in the second group was compared with the first sample in the first group, the first sample in the second group was compared with the second sample in the first group, etc. This “observation matrix”, which contained *n* columns for the molecules that constitute the nodes in the interaction network and *N1 × N2* rows for the fold change values, was used as the input experimental data for the structure learning process. MEMINEX currently handles experimental data that stems from two groups of samples, e.g., case-control. Experiments that involve multiple groups can either be analyzed by considering two groups at a time, or by identifying a “combined” fold change value for each molecule across different groups of samples.

BNP was instantiated for each pair of molecules with both the given experimental data and existing external evidence. This resulted in a probability value for the BNP’s “molecular interaction” node for the pair, incorporating external knowledge already embedded in the BNP. This process is repeated for every pair in the *n* molecules, resulting in an *n × n* “probability of interaction” matrix, *B*, which constitutes the degree of belief that two molecules interact based on external knowledge and experimental data. For a candidate graph *G* in the BN structure learning phase, *P*(*G*) is calculated using *B* as previously described [18].

A BN structure learning algorithm should find the graph *G* that maximizes the “maximum *a posteriori*” (MAP) measure, *P*(*G*|*D*), where *D* represents the input data. However, using the equality *P*(*G*|*D*) = [*P*(*D*|*G*) *P*(*G*)]/*P*(*D*), existing methods find *G* that maximizes *P*(*D*|*G*), the “maximum likelihood” (ML) parameter [45]. This is justified because *P*(*D*) is the same for all *G* (as *D* is observed) and there is no model to calculate *P*(*G*) for each candidate graph. *P*(*D*|*G*) can easily be calculated using methods such as Bayesian Dirichlet equivalent (BDe) scoring [51]. As the proposed method enables us to calculate *P*(*G*) for a candidate graph *G* during the search process of the BN structure learning algorithm, we can maximize the optimum MAP measure instead of the suboptimal ML parameter [52,53,54]. We previously showed in human single omics data that the proposed workflow outperformed existing network building approaches in identifying pathways active in a phenotype and in building interaction networks with a 15–40% improvement in overall performance [18,49,50,55].

## 3. Results

The growth of *L. kefiranofaciens* was higher at 37 °C than at 30 °C. However, *L. kefiranofaciens* did not grow as well at 37 °C in the monoculture compared to the co-culture. On the other hand, the growth of *L. kefiri* was higher at 30 °C than at 37 °C; the co-culture grew better at both temperatures than the monocultures.

### 3.1. Transcriptomics

We quantified 2587 *L. kefiri* and 2368 *L. kefiranofaciens* genes. 

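The RNA of *L. kefiri* and *L. kefiranofaciens* grown together in MRS medium for 3 days was sequenced from 10 tubes kept at 30 °C and 10 tubes kept at 37 °C, which the sample labels describe as biological replicates. Every library therefore holds the transcripts of both species from a single tube. By the paper's methods, all tubes were started from a combined inoculum of both species. The SD and p-values given here therefore describe parallel tubes and not independently started cultures. After ribosomal RNA had been depleted, the authors trimmed the reads and quantified them with Salmon 1.6.0 against the genes of both species. The values analysed here are the authors' TPM values, which correct for gene length and give every library the same total over both species together. Of the 2587 genes of *L. kefiri* in the table, 305 were listed at 0 in all 20 libraries, compared with 11 of the 2368 genes of *L. kefiranofaciens*. Since the total covers both species, the TPM of a gene also moves with the share of its species in the library. Fold changes are therefore given both for TPM as deposited and after the TPM of each species had been rescaled to the same total in every library, which is called within the species. Genes with a mean of at least 1 TPM over the 20 libraries were tested at 37 °C against 30 °C with limma on log2(TPM + 1), 2273 of *L. kefiri* and 2353 of *L. kefiranofaciens*. A gene was called when its fold change was above 2 and its *p*-value, adjusted by the Benjamini–Hochberg method over both species, was under 0.05. Genes are named by number and organism as in Table 1, with LK1 for *L. kefiri* and LK2 for *L. kefiranofaciens*. TPM in the text are as deposited. The file holds no read counts, so the reads behind each value are unknown and no counting error is given.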

2051 *L. kefiri* genes were significantly downregulated at 37 °C compared to 30 °C, while only 4 *L. kefiri* genes were significantly upregulated at 37 °C compared to 30 °C. Conversely, we found 1620 *L. kefiranofaciens* genes significantly upregulated at 37 °C compared to 30 °C, while only 4 *L. kefiranofaciens* genes were significantly downregulated at 37 °C compared to 30 °C. In Table 1, we show the top 20 up- and downregulated genes at 37 °C compared to 30 °C. The complete list of significantly differentially expressed genes can be found in Supplemental File S1.

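On TPM as deposited, 2103 *L. kefiri* genes were lower and 3 were higher at 37 °C than at 30 °C, whereas 1202 *L. kefiranofaciens* genes were higher and 8 were lower. The lower *L. kefiri* genes were 92.5% of those tested, and the higher *L. kefiranofaciens* genes were 51.1%. The 3 higher *L. kefiri* genes were the IS30 family transposases 12225/LK1 and 11840/LK1 and damage-inducible protein J (12115/LK1), the antitoxin of a toxin/antitoxin pair. The molecular chaperone 05410/LK1 was at 2368 ± 390 TPM (SD, n = 10) at 30 °C and 4375 ± 1019 TPM (SD, n = 10) at 37 °C. Its log2 fold change of 0.87 (standard error 0.12, adjusted p = 4.2e-07 from limma) stayed under the threshold. The lower *L. kefiranofaciens* genes included 3 of sugar use and central metabolism. Beta-galactosidase 01766/LK2, which splits lactose, fell from 574 ± 77.8 TPM to 192 ± 24.4 TPM (SD, n = 10 each), a log2 fold change of −1.58 (standard error 0.10). The phosphotransferase system component 01767/LK2, a sugar transporter with the next gene number, fell by 1.65 on the log2 scale (standard error 0.08, adjusted p = 3.0e-15). Phosphoenolpyruvate carboxykinase 01904/LK2, an enzyme between the citric acid intermediates and glycolysis, fell by 1.33 (standard error 0.11, adjusted p = 4.8e-11). A regulator of the LytTR family, 00370/LK2, was at 11.2 ± 2.89 TPM and 4.39 ± 1.08 TPM, and its log2 fold change was −1.17 as deposited and −0.77 with a pseudocount of 5 TPM. With the libraries scaled by the median ratio of their genes, the 3 metabolic genes remained the only *L. kefiranofaciens* genes called lower, and 05410/LK1 passed the fold threshold at 1.06.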

### 3.2. Metabolomics

We analyzed the normalized data with MetaboAnalyst 5.0 [35] and identified 44 significantly differentially expressed (Benjamini–Hochberg-corrected *p*-value < 0.05) metabolites (Figure 2, Supplemental File S1) out of a total of 100 measured. These metabolites were mostly downregulated at 37 °C (35/44). Pathways significantly enriched (adjusted *p*-value < 0.05) by the 44 metabolites are shown in Figure 2. These pathways indicate the biological mechanisms that were potentially active from 30 °C to 37 °C.

### 3.3. Proteomics

Based on an adjusted *p*-value cut-off of 0.05, there were 1460 significantly differentially expressed proteins between 37 °C and 30 °C (Figure 3, Supplemental File S1). These results verified those of the transcriptomic data: most of the proteins upregulated at 37 °C were from *L. kefiranofaciens*, and most of the proteins downregulated at 37 °C were from *L. kefiri*. When we further constrained this list with a fold change of 2.0, the same observation held: 239/259 proteins upregulated at 37 °C were from *L. kefiranofaciens*, and 558/650 proteins downregulated at 37 °C were from *L. kefiri*.

### 3.4. Combined Multi-Omics Analysis

Using interaction information gathered from external databases, we learned the BNP structure, which represents the dependency between different evidence types that imply interaction and the event “molecular interaction.” The reliability of the BNP construct was assessed using 5-fold cross-validation. We left 20% of the pairs in the evidence matrix out and built the BNP structure as described using the remaining 80% of the rows. Then, using this model, we predicted the “molecular interaction” event for the left-out 20% pairs using BN inference and assessed if it was correctly called. We achieved an area under the curve (AUC) of 92%, implying high accuracy in predicting interactions.

Following the workflow described in Figure 1, we obtained an interaction network for the synthetic bacterial consortium using transcriptomic, proteomic, and metabolomic data. We ranked the statistically significant differentially expressed up- and down-regulated molecules separately for each omics type based on absolute fold change. We then picked the top 10 molecules from these lists, accounting for 20 molecules per omics for a total of 60 molecules. Our choice was motivated by obtaining a balanced representation of each omics type without overwhelming visual inspection of the interaction network and run times. There were only 9 significantly upregulated metabolites, so for metabolomics, we picked the top 9 upregulated and top 11 downregulated molecules for a total of 20. The molecules used in multi-omics analysis are highlighted in Supplemental File S1. Following data preprocessing as previously described [18,49], an interaction network was learned using the max-min hill climbing (*mmhc*) algorithm in *bnlearn*. This structure learning was conducted with the incorporation of external knowledge through the BNP construct, which led to the calculation of *P*(*G*) for candidate graphs and consequently resulted in the optimization of the MAP measure in the search process.

As detailed in Figure 1, during the structure learning phase, for each candidate graph, *G*, the following steps were performed. For each pair of 60 molecules, we instantiated BNP to infer the interaction probability for the pair based on the observed experimental data and external knowledge, which is modeled in BNP. This resulted in a *B* matrix that represented the probability of interaction for every pair of molecules. Using our previously described method, we calculated *P*(*G*) using the topology of *G* and the interaction probability matrix *B* [18,55]. *P*(*G*) was incorporated in the *mmhc* learning algorithm, so *P*(*G*|*D*), the maximum *a posteriori* measure, is maximized during the search process instead of *P*(*D*|*G*), the maximum likelihood parameter, which is the default optimization parameter for the algorithm. At the end of the structure learning process, an interaction graph for the 60 molecules was found.

We repeated this process 1000 times on bootstrapped data sets and obtained a “link strength” value between every pair of molecules. This value, which is between 0 and 1, represents the fraction of times the final learned network had a link between the pair out of the 1000 runs. For example, if a nucleotide pair had a strength value of 0.9, this meant that in 900 out of the 1000 learned networks, the final interaction graph had a link between the pair. An optimum cut-off for strength values was calculated [48], and links with a strength value below the cut-off were removed, retaining only the edges with significant strengths. The total run time was 4.37 min on a Linux machine with 128 GB of RAM and a dual Intel^®^ Xeon^®^ E7-8870 CPU with 16 cores. The final network is shown in Figure 4, where the link thickness is proportional to the strength value between the pair of molecules. Nodes represent the different molecule types (metabolites, proteins, and transcripts) and are color-coded. The final network indicates that the proposed method can obtain interactions between multiple omics types, which would not be possible with single-omics analysis.

### 3.5. Comparison with Other Methods

The 60 molecules used in our analysis were also used as input to OmicsNet [4], a multiomics integrator using external knowledge and an established workflow implementing correlation-based network generation [10]. OmicsNet identified the direct interacting partners of our input list from molecular interaction databases, expanding the final network with nodes that are not the input molecules. We sifted edges that exist between input molecules to compare with our results and identified four such links between (i) 3-deoxy-7-phosphoheptulonate synthase (protein)—Phosphoenolpyruvate (metabolite), (ii) damage-inducible protein J (transcript)—lysine (metabolite), (iii) IS30 family transposase (transcript)—xylulose, and (iv) 2-dehydropantoate 2-reductase (transcript)—proline (metabolite). All but the last, i.e., three out of four interactions were also identified by our approach.

As shown in Figure 4, MEMINEX identified 69 edges with significant strength among the 60 input molecules. To obtain a network of similar size, we used a *p*-value cut-off of 10^−6^ in the correlation-based approach to define an edge between two molecules. This resulted in a network with 95 edges, as shown in Supplementary Figure S2. 

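Of the 39 transcript pairs linked in the MEMINEX or in the correlation-based network, 21 lie within *L. kefiri*, 6 within *L. kefiranofaciens* and 12 join the species. The correlation-based network holds 36 of the 39, including all 12 between the species. It was built on these same 20 libraries, so the pairs were picked for their correlation in these data. The p-values and medians below describe the picked pairs and are no independent test of the links. The 20 libraries form 2 groups by temperature, so each pair was correlated within the 10 libraries of a temperature, on log2(TPM + 1). By Spearman's rho, 22 of the 78 relations passed an adjusted p of 0.05 (permutation test, 2-sided, 100000 resamples), 13 at 30 °C and 9 at 37 °C. By Pearson's r, 37 passed. Of these, 4 of the 22 and 5 of the 37 are with protein J of *L. kefiri* (12115/LK1), whose reads cannot be told from those of the *L. kefiranofaciens* copy 02422/LK2. Between the species, 5 relations passed by rho and 11 by r, 4 of each with 12115/LK1. Over the 7 pairs between the species without either copy of protein J, 1 relation passed by rho and 6 by r, and none by either after rescaling within the species. The acetylornithine transaminase 07015/LK1 and the acetylglutamate kinase 07020/LK1, both of arginine synthesis, varied together at 30 °C (rho = 0.952, p = 1.1e-04, adjusted p = 0.00156; r = 0.995, p = 3.0e-05, adjusted p = 2.9e-04). Without the 2 libraries farthest from the median, r was 0.993. At 37 °C, the hypothetical protein 02047/LK2 followed the resolvase 02046/LK2 (rho = 0.939, p = 2.8e-04, adjusted p = 0.00243; r = 0.935, p = 2.3e-04, adjusted p = 0.00163), and r was 0.829 without the 2 farthest libraries. Between the species, the median rho was −0.65 at 30 °C and −0.66 at 37 °C, and −0.71 and −0.66 over the 7 pairs without protein J. As deposited, both species share a fixed total. A shift in their share alone therefore moves transcripts of a species together and those of different species in opposite directions. When the TPM of each transcript was rescaled within its species, 5 relations passed by Spearman's rho, all within *L. kefiri* at 30 °C, and 8 by Pearson's r, while the median rho between the species was 0.15 at 30 °C and −0.27 at 37 °C, and 0.09 and −0.45 over the 7 pairs without protein J. After this rescaling, 07015/LK1 and 07020/LK1 kept a rho of 0.952 (adjusted p = 0.00442) and an r of 0.991 (adjusted p = 5.2e-04) at 30 °C. At 37 °C the same pair turned from a rho of 0.782 (adjusted p = 0.0399) and an r of 0.764 (adjusted p = 0.0248) to a rho of −0.115 (adjusted p = 0.882) and an r of 0.0155 (adjusted p = 0.991). For 02047/LK2 with 02046/LK2 at 37 °C, rho was 0.830 (adjusted p = 0.0530) and r was 0.895 (adjusted p = 0.00624), so this pair passed only by Pearson's r.

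**Figure D1:**
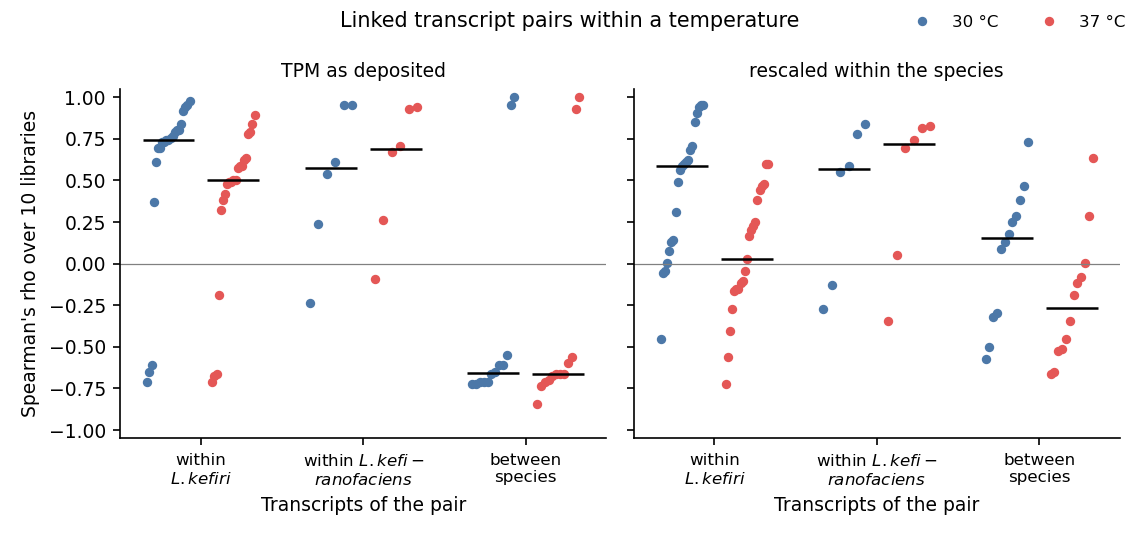
Spearman's rho over 10 libraries for the 39 linked transcript pairs, by the species of the pair and by temperature, on TPM as deposited (left) and rescaled within the species (right). Each point is a pair and each bar the median. The medians between the species are −0.65 and −0.66 on the left and 0.15 and −0.27 on the right.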

The edges of the two networks are compared in detail in Supplementary File S2. The two networks shared 28 edges, which represented a significant overlap (BH-corrected *p*-value < 3 × 10^−9^) [56]. When we investigated edges that establish an interaction between different omics types, we found 25 out of 69 (or ~37%) of our network’s edges and 15 out of 95 (or ~16%) of the correlation-based network’s edges to be of such nature.

## 4. Discussion

In this paper, we present an algorithm that identifies interactions between different types of molecules, e.g., proteins, transcripts, and metabolites, in a bacterial community. The proposed approach uses a Bayesian network (BN) framework that incorporates external knowledge when identifying the final network of interactions. We optimize the search process during the BN structure learning phase, which is different from standard network-building approaches. As a model synthetic consortium, we chose two of the most prominent members of kefir grains, *L. kefiri* and *L. kefiranofaciens*. Our individual omics analysis indicated that going from 30 °C to 37 °C, there was an increase in cellular activity in *L. kefiranofaciens*, while the opposite was true for *L. kefiri*. 

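Genes of protein synthesis in *L. kefiri* were lower at 37 °C. All 57 ribosomal protein genes and all 21 aminoacyl-tRNA synthetase genes of this species fell on TPM as deposited. Over all tested *L. kefiri* genes, 92.5% fell as deposited and 23.7% within the species. Within the species, 23 of the ribosomal protein genes and 10 of the synthetase genes fell and none rose, among them the gene of ribosomal protein S14 (03670/LK1), with a log2 fold change of −1.24, and isoleucine–tRNA ligase (02920/LK1), with −1.42 (standard error 0.09, adjusted p = 3.8e-12). On TPM as deposited, S14 was at 2534 ± 482 TPM and 350 ± 54.2 TPM (SD, n = 10 each). Scaled by the median ratio within the species, no member of either list passed the fold threshold, and these 2 genes had log2 fold changes of −0.69 and −0.88. Both lists were lower than the other *L. kefiri* genes (camera, adjusted p = 0.00547 for each), with adjusted p = 0.688 for the ribosomal proteins and 0.614 for the synthetases with an estimated correlation. In *L. kefiranofaciens*, 10 of 54 ribosomal protein genes and 5 of 21 synthetase genes rose as deposited, and none of either list passed the thresholds within the species. Over all tested *L. kefiranofaciens* genes, 51.1% rose as deposited and 6.46% within the species. The gene of ribosomal protein L13 (00373/LK2) was at 1873 ± 205 TPM at 30 °C and 2035 ± 114 TPM at 37 °C. Against the other *L. kefiranofaciens* genes, both lists were lower (camera, adjusted p = 4.1e-04 and 0.0253; with an estimated correlation, adjusted p = 0.293 and 0.546). In glycolysis and lactate formation, 16 of 17 *L. kefiri* genes fell as deposited and 4 within the species (1 lower and 1 higher by the median ratio), including glucose-6-phosphate isomerase (10275/LK1, −1.21 within the species, and −0.66 by the median ratio) and lactate dehydrogenase (03705/LK1, −2.17 within the species). The glycolysis counts of *L. kefiri* as deposited and within the species are near the shares over all its genes. Of 22 such genes in *L. kefiranofaciens*, 10 rose as deposited, and within the species 1 fell and none rose. Glyceraldehyde 3-phosphate dehydrogenase (00482/LK2), a main enzyme of glycolysis, was at 5957 ± 710 TPM and 6556 ± 332 TPM. All 8 ATP synthase genes of *L. kefiri* were lower as deposited, with a beta subunit (07365/LK1) log2 fold change of −2.29, and none was called within the species. The most abundant *L. kefiri* transcript of a surface protein, the S-layer protein 06055/LK1, fell from 15009 ± 1231 TPM to 1260 ± 300 TPM, which is −3.61 on the log2 scale as deposited, and it also fell within the species (adjusted p = 2.5e-17). From its individual omics analysis, the paper proposes that the activity of *L. kefiranofaciens* increases and that of *L. kefiri* decreases between these temperatures.

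**Figure D2:**
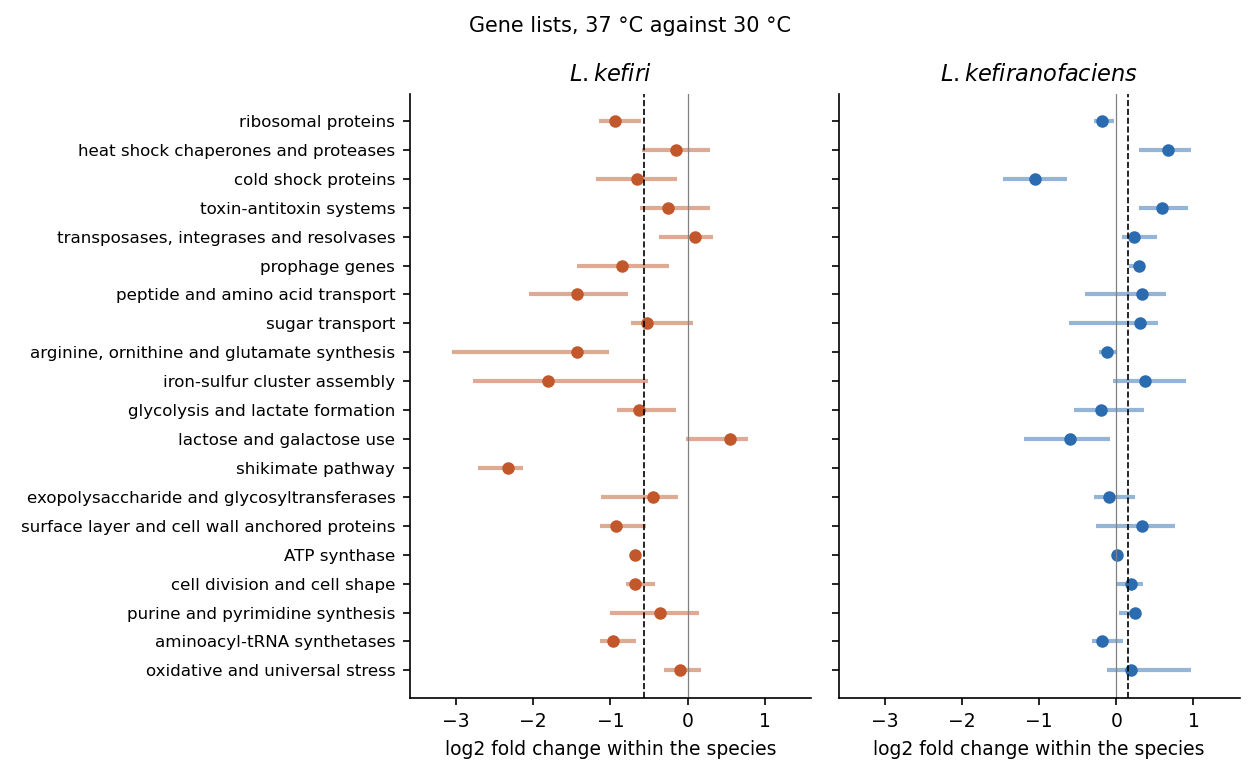
Log2 fold change within the species at 37 °C against 30 °C for the genes of each list, in *L. kefiri* (left) and *L. kefiranofaciens* (right). Points are the median of a list, bars its quartiles, and the dashed line is the median of all genes tested in the species, −0.57 and 0.16.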

Interestingly, *L. kefiranofaciens* did not show growth at 37 °C in the monoculture, but in the co-culture, not only did it show growth at both temperatures, but it also showed significant upregulation in its molecular machinery going from 30 °C to 37 °C.

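Heat shock chaperones and proteases refold or degrade damaged proteins. As deposited, 18 of 23 such genes of *L. kefiranofaciens* rose at 37 °C and none fell, and within the species 3 rose and none fell. The small heat shock protein of the HSP20 family (01628/LK2) was the most abundant of them, at 4419 ± 357 TPM (SD, n = 10) at 30 °C and 17331 ± 1771 TPM (SD, n = 10) at 37 °C. Its log2 fold change was 1.97 as deposited (standard error 0.07, adjusted p = 4.4e-17) and 1.05 within the species. The ATP-binding subunit of a Clp protease (01222/LK2) had a log2 fold change of 1.88, and the chaperonins GroES (00290/LK2) and GroEL (00289/LK2) had 1.59 and 1.22 as deposited. Within the species these were 0.96, 0.67 and 0.30, and none of the 3 was called. The serine protease Do (01357/LK2) rose by 1.10 on the log2 scale within the species (standard error 0.06, adjusted p = 3.3e-13). The list as a whole was higher than the other *L. kefiranofaciens* genes (camera, adjusted p = 0.00201), with adjusted p = 0.275 with an estimated correlation. Its median log2 fold change within the species was 0.67, against 0.16 for all *L. kefiranofaciens* genes. By the median ratio within the species none of the 23 was called higher and 1 was called lower, with 0.92 for 01628/LK2 and 0.97 for 01357/LK2. Thioredoxin reductase (00584/LK2), which keeps thioredoxin reduced, rose from 289 ± 49.9 TPM to 1253 ± 157 TPM, and by 1.21 within the species. Of 17 genes of exopolysaccharide synthesis and glycosyltransferases, 5 rose as deposited and 3 within the species, among them a biofilm polysaccharide glycosyltransferase (02324/LK2, 1.36) and a polysaccharide deacetylase (02322/LK2, 1.15). By comparison, 51.1% of all tested *L. kefiranofaciens* genes rose as deposited and 6.46% within the species. The median of the 17 within the species was −0.10, against 0.16 for all *L. kefiranofaciens* genes, and 12 of the 17 lay below the latter. Of 27 genes of surface layer and cell wall anchored proteins, 17 rose as deposited, and within the species 3 rose and 4 fell (1 and 4 by the median ratio). The surface layer proteins 01849/LK2 and 02103/LK2 rose by 2.01 and 1.63 as deposited, while the most abundant member, 01974/LK2, was at 8549 ± 1058 TPM and 9874 ± 1171 TPM.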

Transcriptomics results, available in Supplementary Table S1, show that most of the genes upregulated at 37 °C belonged to *L. kefiranofaciens* and most of the genes downregulated at 37 °C belonged to *L. kefiri*. 

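Almost all transcripts of each species moved together between the temperatures. The median log2 fold change was −2.06 over the *L. kefiri* genes and 1.02 over the *L. kefiranofaciens* genes on TPM as deposited. Within the species, the medians were −0.57 and 0.16, and 67 *L. kefiri* genes were higher and 538 lower, against 152 higher and 60 lower in *L. kefiranofaciens*. All 538 lower *L. kefiri* genes were among those lower as deposited, of which they make 25.6%, and all 152 higher *L. kefiranofaciens* genes were among those higher as deposited, of which they make 12.6%. Among the *L. kefiri* genes that rose within the species were the molecular chaperones 05410/LK1 and 05415/LK1, with log2 fold changes of 2.48 (standard error 0.12) and 1.92 (standard error 0.09). A run of a transcriptional regulator of the TetR family and ABC transporter genes (05740/LK1, 05745/LK1 and 05750/LK1) rose by 2.16, 2.18 and 2.23. The DNA methyltransferase 10515/LK1 rose by 2.24 and the cell division protein FtsW (11340/LK1) rose as well (adjusted p = 1.3e-13). Among the *L. kefiranofaciens* genes that fell within the species were the phosphotransferase system components 01993/LK2 and 01992/LK2, with log2 fold changes of −1.80 and −1.61 (adjusted p = 5.3e-15 and 6.0e-17), and galactokinase 01765/LK2, which takes galactose into the cell's metabolism, with −1.56 (standard error 0.09). Phosphoketolase 00657/LK2, an enzyme of the pentose branch of sugar breakdown, had −1.35. Scaled by the median ratio of the genes within the species, which places the medians at −0.03 and 0.03, 203 *L. kefiri* genes were higher and 158 lower, and 110 *L. kefiranofaciens* genes were higher and 89 lower.

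**Figure D3:**
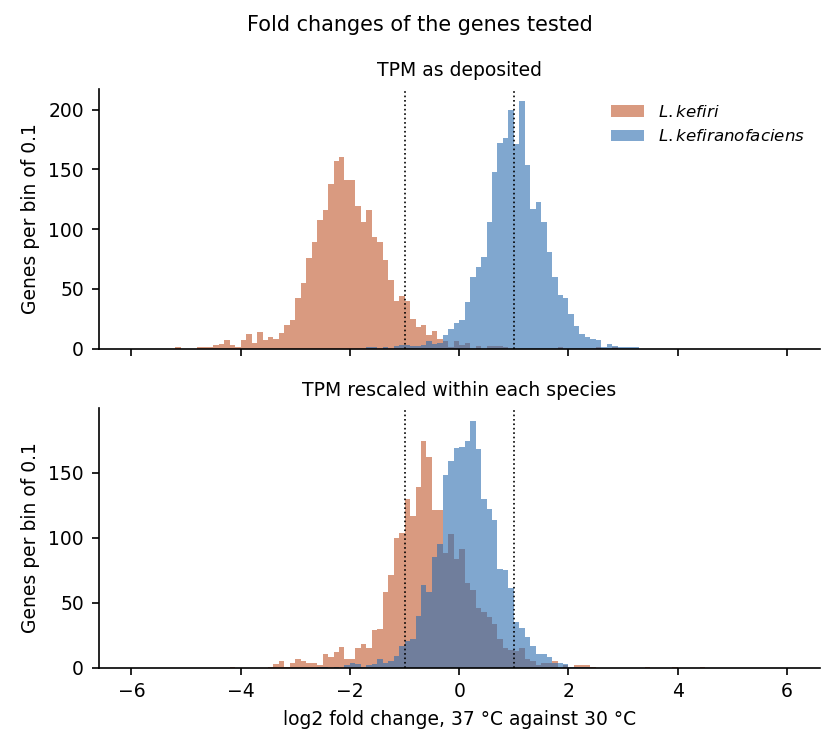
Number of genes by log2 fold change at 37 °C against 30 °C, in bins of 0.1, for the 2273 *L. kefiri* and 2353 *L. kefiranofaciens* genes tested, on TPM as deposited (top) and rescaled within each species (bottom). Dotted lines mark a fold change of 2. The peaks of the species stand apart at the top and overlap at the bottom.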

Out of the top ten upregulated genes at 37 °C shown in Table 1, all belonged to *L. kefiranofaciens* except for one gene. 

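Of the 10 genes with the highest fold changes in Table 1, 8 belong to *L. kefiranofaciens* and 2 to *L. kefiri*. The largest changes in *L. kefiranofaciens* were those of 02047/LK2, 01570/LK2 and 02423/LK2, hypothetical proteins of unknown function, and of the aldo/keto reductase 01848/LK2, an enzyme of a family that reduces aldehydes and ketones. The transcript 02047/LK2 rose from 80.6 ± 19.4 TPM (SD, n = 10) to 757 ± 142 TPM (SD, n = 10), a log2 fold change of 3.23 (standard error 0.13, adjusted p = 1.2e-16 from limma), and 2.32 within the species. The transcript 01570/LK2 rose from 27.1 ± 3.54 TPM to 244 ± 44.2 TPM, and 02423/LK2 from 382 ± 62.5 TPM to 3051 ± 462 TPM. The aldo/keto reductase rose from 83.9 ± 17.6 TPM to 703 ± 88.9 TPM, which is 3.07 as deposited (standard error 0.11, adjusted p = 2.7e-17) and 2.16 within the species (adjusted p = 1.5e-15). For all 4, every library at 37 °C was on the same side of the median at 30 °C. Further *L. kefiranofaciens* genes with a known product and a large change were an LPXTG-motif cell wall anchor protein (02171/LK2), from 8.29 ± 2.01 TPM to 52.5 ± 3.83 TPM, and a sugar transport protein (00015/LK2), which rose by 2.49 as deposited and 1.62 within the species.

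**Figure D4:**
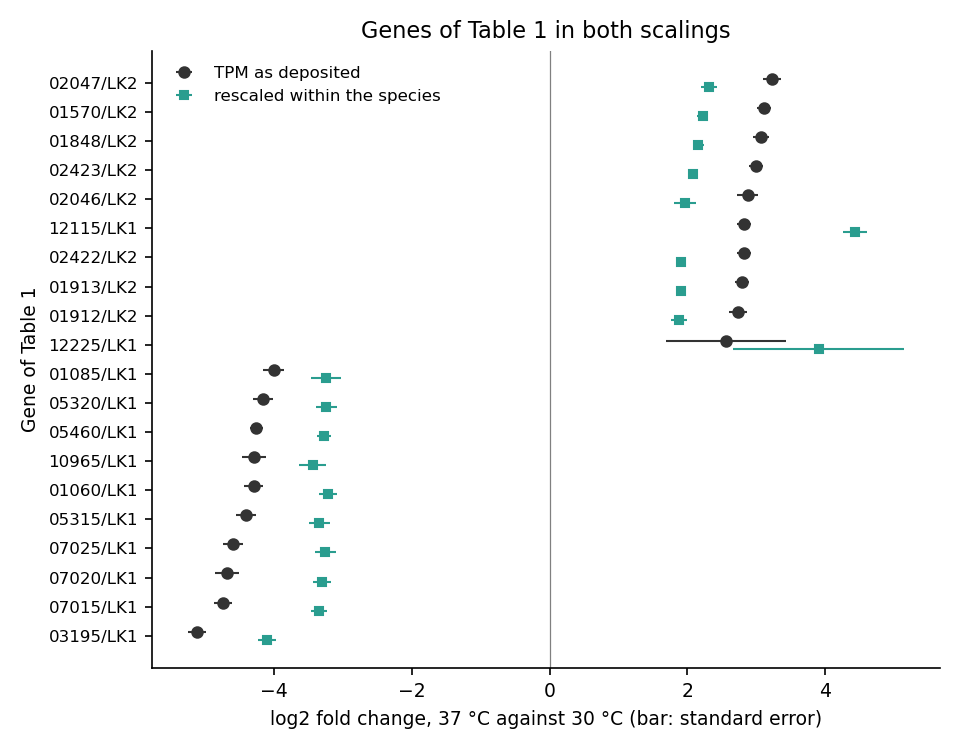
Log2 fold change at 37 °C against 30 °C of the 20 genes of Table 1, on TPM as deposited (circles) and rescaled within the species (squares), with standard errors. All 20 genes keep their sign in both, and 12225/LK1 has the widest error.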

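The IS30 family transposase 12225/LK1, an enzyme that moves an insertion sequence within the genome, was at 1.02 ± 3.23 TPM (SD, n = 10) at 30 °C and 32.2 ± 52.0 TPM (SD, n = 10) at 37 °C. Its log2 fold change was 2.56 as deposited (standard error 0.87, adjusted p = 0.00741 from limma) and 3.91 within the species (standard error 1.24, adjusted p = 0.00660). The libraries at 37 °C were split, with 6 between 2.59 and 131 TPM and 4 below 1 TPM. The split largely went with the replicate number, as replicates 6 to 10 were all at 15.8 TPM or more. Of replicates 1 to 5, only replicate 4 was above 1 TPM, at 2.59 TPM. The sample labels give no batch, and a link with the order of the replicates was not tested. At 30 °C, 9 libraries were below 1 TPM, 5 of them at 0, and replicate 10 was at 10.2 TPM. With a pseudocount of 0.1 TPM the log2 fold change was 4.17, and with 5 TPM it was 1.55. Another transposase of this family, 11840/LK1, rose in all 10 libraries, from 12.5 ± 2.57 TPM to 46.8 ± 4.96 TPM, a log2 fold change of 1.85 as deposited (standard error 0.10, adjusted p = 1.5e-14). The most abundant *L. kefiri* member, 10560/LK1, was at 1301 ± 225 TPM and 396 ± 83.0 TPM, with log2 fold changes of −1.73 as deposited and −0.12 within the species. Among all 43 transposases, integrases and resolvases of *L. kefiri*, 37 fell and 2 rose as deposited, and within the species 6 fell and 3 rose (1 and 9 by the median ratio). Within the species the list stood above the other *L. kefiri* genes (camera, adjusted p = 4.8e-05), with adjusted p = 0.405 with an estimated correlation.

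**Figure D5:**
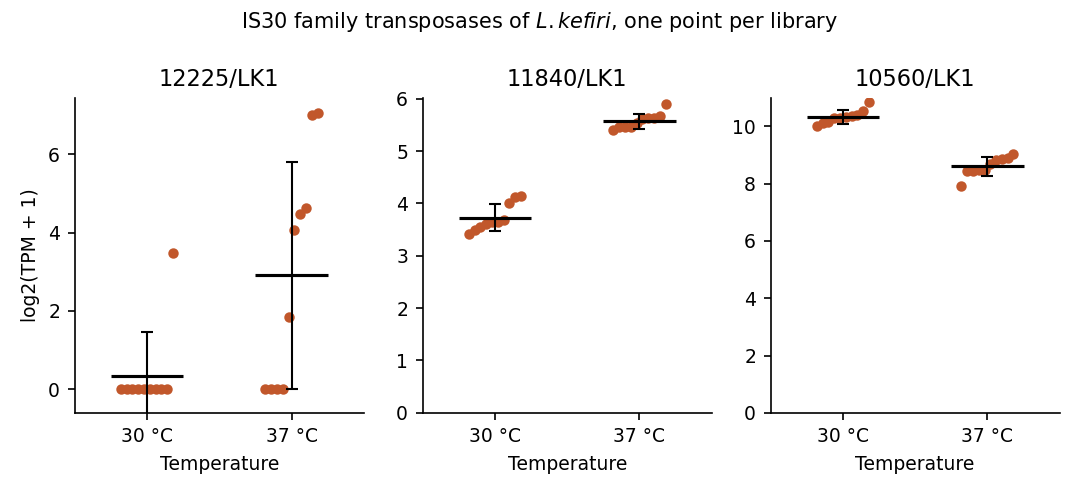
TPM on the log2(TPM + 1) scale of 3 IS30 family transposases of *L. kefiri* in the 10 libraries at 30 °C and the 10 at 37 °C, one point per library, with the mean and the SD. At 37 °C, 12225/LK1 is below 1 TPM in 4 libraries, while 11840/LK1 is higher than at 30 °C in all 10.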

The only upregulated *L. kefiri* gene, which also had the highest fold change, was the IS30 family transposase. IS30 transposase elements have been shown to be associated with environmental adaptation and stress resistance, specifically being more upregulated for heat stress [57]. 

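In *L. kefiranofaciens*, the YefM antitoxin (01913/LK2) and the YoeB toxin (01912/LK2), a pair in which the toxin cleaves mRNA unless the antitoxin binds it, rose together at 37 °C. YefM went from 23.1 ± 4.27 TPM to 165 ± 18.8 TPM and YoeB from 12.7 ± 3.05 TPM to 89.5 ± 16.5 TPM (SD, n = 10 each), with log2 fold changes of 2.80 (standard error 0.10) and 2.73 (standard error 0.13) as deposited. Genes with neighbouring numbers, a resolvase (02046/LK2) and a site-specific recombinase (02048/LK2), enzymes that cut and rejoin DNA, rose to 962 ± 138 TPM and 298 ± 44.3 TPM. Their log2 fold changes within the species were 1.96 (adjusted p = 2.4e-10) and 1.77 (adjusted p = 3.8e-13), and another resolvase (02349/LK2) had 1.67. Across the 75 transposases, integrases and resolvases of *L. kefiranofaciens*, 54 rose as deposited and none fell, while within the species 9 rose and 1 fell, the IS30 transposase 02370/LK2 (−1.91). In this list 8 members repeat the TPM of another member, as reads shared between copies would give. With copies counted once, a choice made after the values had been seen, 47 of 67 rose as deposited, and 9 rose and 1 fell within the species. The list test within the species gave an adjusted p of 0.0543 (camera, higher; adjusted p = 0.546 with an estimated correlation), and fell under 0.05 in 6 of the alternatives, between 0.0433 and 0.0499. The DNA damage-inducible protein J transcripts of *L. kefiranofaciens* (02422/LK2) and *L. kefiri* (12115/LK1) both rose from 457 ± 79.0 TPM to 3209 ± 377 TPM. Their TPM differed by at most 0.0119% of their mean in any library, so the reads of these genes cannot be assigned to either species.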

The other nine upregulated genes that belong to *L. kefiranofaciens* were hypothetical proteins, the toxin/antotoxin (TA) system, aldo/keto reductase, resolvase, and DNA damage-inducible protein J. These genes play a role in survival at high temperatures and contribute to the maintenance of plasmid stability in *L. kefiranofaciens*. 

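Among the *L. kefiri* genes with large falls at 37 °C were a peptide ABC transporter binding protein, enzymes of arginine synthesis, an MFS transporter and an enzyme of the vitamin precursor pantoate. The binding protein 03195/LK1, which takes up peptides, fell from 86.6 ± 15.5 TPM to 1.54 ± 0.513 TPM (SD, n = 10 each), a log2 fold change of −5.12 as deposited (standard error 0.13, adjusted p = 6.4e-20) and −4.10 within the species. The neighbouring 03190/LK1 fell to 16.5 ± 3.69 TPM, and the ABC transporter subunits 05300/LK1, 05315/LK1 and 05320/LK1 had log2 fold changes within the species of −3.09, −3.34 and −3.24. The MFS transporter 05460/LK1 had −3.27, and the amino acid permease 03505/LK1 had −3.01. Of 41 genes of peptide and amino acid transport in *L. kefiri*, 38 fell as deposited, 29 fell within the species and none rose (camera, adjusted p = 0.00256; adjusted p = 0.440 with an estimated correlation), while the median ratio within the species gave 16 lower and 3 higher. Of 10 genes of sugar transport, 9 fell as deposited and 2 within the species, among them a lactose phosphotransferase subunit (04165/LK1, −2.73), and the sugar transporter 10850/LK1 rose by 1.14 within the species. Over all tested *L. kefiri* genes, 92.5% fell as deposited and 23.7% within the species. In arginine synthesis, acetylornithine transaminase 07015/LK1 fell to 4.84 ± 0.614 TPM, acetylglutamate kinase 07020/LK1 to 4.74 ± 1.70 TPM and ornithine acetyltransferase 07025/LK1 to 3.82 ± 0.808 TPM. All 15 *L. kefiri* genes of arginine, ornithine and glutamate synthesis fell as deposited, and 11 fell within the species and 7 by the median ratio (camera, adjusted p = 0.00416; adjusted p = 0.405 with an estimated correlation), including argininosuccinate lyase 08630/LK1 at −1.82. The description search also took in 2 folylpolyglutamate synthases among these 15. The abundant ornithine carbamoyltransferase 06030/LK1 was at 3130 ± 600 TPM and 818 ± 209 TPM. Within the species, the log2 fold change was −3.22 for glutamate synthase 01060/LK1, −3.25 for the iron-sulfur cluster assembly protein 01085/LK1 and −3.44 for 2-dehydropantoate 2-reductase 10965/LK1 (standard error 0.20).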

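Outside transport, the shikimate pathway, which makes the aromatic amino acids, was lower throughout in *L. kefiri* at 37 °C. All 10 genes of this list fell both as deposited and within the species, and 9 of 10 fell by the median ratio within the species. The 3-deoxy-7-phosphoheptulonate synthase 02680/LK1, its entry enzyme, fell from 90.3 ± 13.0 TPM to 3.65 ± 1.39 TPM (SD, n = 10 each), a log2 fold change of −4.35 as deposited (standard error 0.16, adjusted p = 2.5e-17). The 3-dehydroquinate synthase 02685/LK1 fell to 4.63 ± 1.21 TPM, and 05495/LK1 and the shikimate kinase 05505/LK1 had log2 fold changes of −3.68 and −3.46. The list as a whole was lower than the other *L. kefiri* genes within the species (camera, adjusted p = 0.00547; adjusted p = 0.405 with an estimated correlation). Of 8 genes of iron-sulfur cluster assembly in *L. kefiri*, all fell as deposited and 4 fell within the species. Other large falls were those of the aminotransferase 03500/LK1, to 4.94 ± 1.68 TPM, and the hydrolase 02420/LK1, to 5.25 ± 1.79 TPM.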

There were no *L. kefiranofaciens* genes among the top ten downregulated genes at 37 °C. The top ten downregulated genes that belong to *L. kefiri* were involved in transporting peptides and sugar inside the cells. Their downregulation potentially implies the abolition of growth.

Based on the metabolomics analysis shown in Figure 2, pathways downregulated by the co-culture at 37 °C were metabolism and biosynthesis of arginine and proline, metabolism of amino sugar and nucleotide sugar, and biosynthesis of aminoacyl-tRNA. The upregulated metabolites were significantly associated with the glycolysis and carbohydrate metabolism pathways. These results help explain the metabolic mechanisms at play during the increased activity of *L. kefiranofaciens* and the stalled growth of *L. kefiri* at 37 °C.

Our proteomics results were in line with those of transcriptomics, both from quantitative and functional perspectives. Most of the proteins that showed increased abundance at 37 °C belonged to *L. kefiranofaciens*, while most of the proteins with decreased abundance at 37 °C were from *L. kefiri*. Toxin/antitoxin system proteins, carbohydrate metabolism, fatty acid metabolism, and membrane proteins were among the top upregulated proteins, while proteins involved in peptide and carbohydrate metabolism in *L. kefiri* were downregulated. These proteomics results supported the inverse activity of *L. kefiranofaciens* and *L. kefiri* at 37 °C.

Our individual omics analysis showed promising results, explaining putative biological mechanisms that can be inferred through a single-omics type. However, each of the single-omics results explains only one facet of the underlying functionality. A combined multi-omics analysis of the three different datasets holds promise for presenting a holistic picture of the biological mechanisms underlying the differential growth of *L. kefiri* and *L. kefiranofaciens* at 30 °C and 37 °C, respectively. Using the top 20 transcripts, metabolites, and proteins that resulted from our individual omics analysis and following the workflow described in Figure 1, we obtained the meta-multi-omics interaction network shown in Figure 4. As shown in this figure, we were able to integrate diverse omics data types and obtain connections between different molecule classes, inferring multi-scale interactions.

Our results suggested that two toxin/antitoxin (TA) systems were active at 37 °C: the YefM/YoeB system at the transcript level and the RelB/DinJ system at the protein level. 

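The YefM and YoeB transcripts of *L. kefiranofaciens* rose by 1.91 and 1.88 on the log2 scale within the species at 37 °C (adjusted p = 1.1e-15 and 4.7e-12), in all 10 libraries each. They belong to 43 genes described as toxins, antitoxins or related proteins in *L. kefiranofaciens*, of which 34 rose as deposited and 9 rose within the species, with none lower in either. Besides YefM, YoeB and protein J, the 9 included a death on curing protein (02172/LK2) and a Fic family protein (00443/LK2), with log2 fold changes of 1.68 and 1.70 within the species. The former rose from 54.3 ± 9.81 TPM to 330 ± 56.4 TPM (SD, n = 10 each) as deposited. The more abundant pair of a RelE family toxin (02380/LK2) and a prevent-host-death antitoxin (02381/LK2) had log2 fold changes of 1.11 and 1.41 as deposited and 0.19 and 0.49 within the species, and the AbiEii toxin 02378/LK2 rose from 366 TPM to 1121 TPM as deposited. The list was higher than the other *L. kefiranofaciens* genes (camera, adjusted p = 0.00201; adjusted p = 0.389 with an estimated correlation). In *L. kefiri*, 18 of 20 such genes fell and 1 rose as deposited, while within the species 3 fell, 2 of them peptide chain release factors, and 1 rose, the last being protein J with its shared reads, while the median ratio turns these counts to none lower and 3 higher. The RelE toxins 12315/LK1 and 11450/LK1 and the RelB antitoxin 11455/LK1 of *L. kefiri* had log2 fold changes of −2.02, −1.81 and −1.75 as deposited. The median over all tested *L. kefiri* genes was −2.06 as deposited. The description search also took in 4 *L. kefiri* and 5 *L. kefiranofaciens* genes whose names hold the word release, most of them peptide chain release factors. The paper proposes that the YefM and YoeB system is active in transcripts at 37 °C.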

The YefM/YoeB system was associated with two downregulated *L. kefiri* proteins, 3-deoxy-7-phoshoheptulonate synthase and CamS, and two upregulated *L. kefiranofaciens* transcripts coding for resolvase and a hypothetical protein. The RelB/DinJ TA system of *L. kefiranofaciens* was associated with the IS30 family transposase of *L. kefiri*. These two systems were also associated with several metabolites, primarily carbohydrates, such as xylulose, ribulose, fructose, and homoserine.

The bacterial type II TA systems are distributed in bacterial chromosomes and mobile genetic elements, such as plasmids, that are associated with various transposons and resolvases. Activation of the TA system can modulate bacterial adaptation to different stress conditions. This process enables bacteria to overcome adverse environmental stress and plays a key role in the maintenance of genetic materials, biofilm formation, phage inhibition, and persister formation [58,59]. The CamS family proteins participate in the binding of cells with other cells or with the extracellular matrix to begin aggregation and promote biofilm formation. This is critical for probiotic bacteria such as Lactobacillus strains to increase their resistance to temperature, low pH, and mechanical stress [60].

An upregulated *L. kefiranofaciens* DNA-binding regulator protein was found to be associated with the downregulated *L. kefiri* 3-deoxy-7-phoshoheptulonate synthase protein. This protein is the first enzyme in the shikimate pathway responsible for the biosynthesis of aromatic amino acids, such as phenylalanine, tyrosine, and tryptophan; ATP-dependent Clp protease; DegV family proteins; the cell division protein Sep(F); Ser/Thr phosphatase; and some metabolites, such as citramalic acid and phosphoenolpyruvate (PEP). The ATP-dependent Clp protease in bacteria is responsible for the degradation of the antitoxin part of the TA system so that the toxin is free to inhibit several cell components [61]. The DegV family of proteins is essential for the activation of exogenous fatty acids so they can be incorporated into phospholipids.

Based on the meta-multi-omics interaction network, the DNA-binding regulator of *L. kefiranofaciens* might help control the synthesis of these proteins in the cell. Our individual omics results showed that *L. kefiranofaciens* was predominant in the mixed culture at 37 °C but not at 30 °C. The carbohydrate and protein/peptide transporters from the major facilitator superfamily (MFS) and ATP-binding cassette (ABC) transporters of *L. kefiri* were down-regulated, supporting these results. 

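*L. kefiranofaciens* held 43.1 ± 5.56% of the TPM (SD, n = 10) at 30 °C, from 34.0% to 49.2%, and 81.0 ± 4.22% (SD, n = 10) at 37 °C, from 74.9% to 88.5%. Its share was higher in all 10 libraries at 37 °C than in any library at 30 °C, and the difference of 37.9 points was larger than the spread of the replicates (2-sided permutation test, p = 3.0e-05). At 30 °C it was between 45.2% and 49.2% in replicates 1 to 6 and between 34.0% and 39.3% in replicates 7 to 10. A link with the order of the replicates was not tested. The share describes transcripts and gives no count of cells. Of 54 MFS transporter genes of *L. kefiri*, which carry sugars, drugs and other small molecules, 52 fell and none rose as deposited, and within the species 19 fell and none rose. Of 130 ABC transporter genes of *L. kefiri*, which take up peptides, amino acids and ions or export other molecules, 125 fell and none rose as deposited, and within the species 50 fell and 2 rose. Over all tested *L. kefiri* genes, 92.5% fell as deposited and 23.7% within the species. By the median ratio within the species, 9 MFS genes were lower and 2 higher, and 25 ABC genes were lower and 6 higher. Among the 17 MFS genes of *L. kefiranofaciens*, 9 rose as deposited and none was called within the species. Among its 139 ABC genes, 54 rose as deposited, and 9 rose and 3 fell within the species, a balance that turns to 5 higher and 8 lower by the median ratio. Over all tested *L. kefiranofaciens* genes, 51.1% rose as deposited and 6.46% within the species. The families were taken from the gene descriptions after the data had been examined, because the paper names them. The paper states from its individual omics results that *L. kefiranofaciens* predominates at 37 °C, and sets the lower MFS and ABC transporters of *L. kefiri* beside them.

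**Figure D6:**
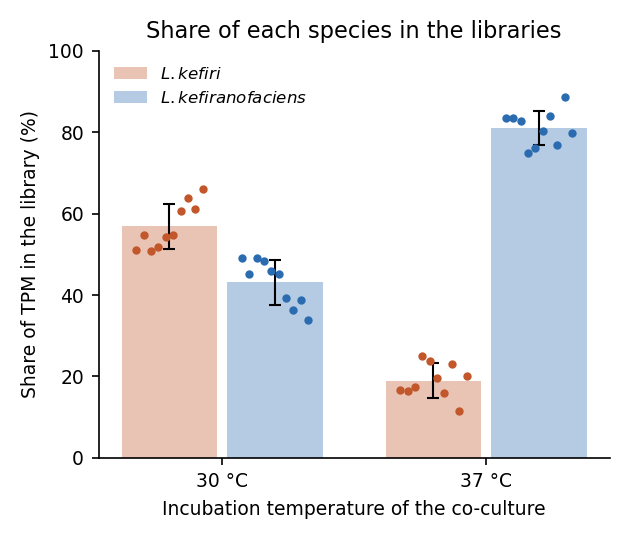
Share of each species in the TPM of the 10 libraries at 30 °C and the 10 at 37 °C. Bars are means, error bars the SD and points single libraries, and *L. kefiranofaciens* is at 43.1% and 81.0%.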

Our results underscore the utility of an approach that integrates multifarious omics data for a bacterial community using both experimental results and external knowledge, optimizing the network construction step.

Compared to Omicsnet, which uses external knowledge to identify multi-omics interactions for input molecules, MEMINEX established a wider range of literature-based interaction information used in its BNP construct. Furthermore, our method incorporated this information into its model to determine the final network topology, unlike Omicsnet, which establishes links using a hard cut-off based on their existence in external databases. MEMINEX incorporates experimental data with the modeled external knowledge and fuses these two information sources to calculate the final interaction network (Figure 1). The proposed approach identified three out of four interactions found by Omicsnet that involved the input molecules, showing high concordance.

Our calculated network (Figure 4) and the network identified using a correlation-based approach (Supplementary Figure S1) were more comparable than the Omicsnet network and showed high overlap among their identified edges. However, the correlation network’s edges were predominantly between the same omics types, while MEMINEX identified a much larger set of edges between different omics types: about 36% of MMEINEX edges were between different omics types, while this percentage was only ~16% for the correlation network (Supplementary File S2). From a functional perspective, the correlation network also identified the TA system activation as seen in the MEMINEX network.

Our comparison results provided more reliability for the identified interactions, as there were significant overlaps with the results of other network-generation software. These results also showed that the proposed approach establishes an adequate amount of multi-omics edges (interactions between different omics types), casts a wider net for external interaction knowledge retrieval, and provides a novel framework that fuses modeled external knowledge with experimental data to determine the final network topology.

Despite successful multi-omics data generation for a bacterial community and the establishment of an algorithm that can calculate a meta-multi-omics interaction network for such data, our study suffers from several limitations. First, different synthetic consortia can be tested with the proposed algorithm to assess the generalizability of our results. Second, instead of a synthetic consortium, kefir grains themselves can be used as the biological sample to infer multi-omics interaction dynamics. Third, the proposed algorithm can be further developed to be applied to time-series data, so community dynamics and their implications for the underlying multi-omics interactions are explored. We believe these limitations can be overcome with future studies, and our current work is nevertheless an important milestone in establishing a prototype for our algorithm with a viable testbed bacterial community that demonstrates meta-multi-omics interaction networks.

## 5. Conclusions

Understanding the molecular interactions in a microbial community is a challenging task, as there are complex activities among the members of the community that involve different macromolecules. A step in the right direction is the multi-omics approach, which can reliably be generated using current technologies. However, the analysis of such meta-multi-omics data is the bottleneck due to its high dimensionality and variability. We tackle this problem using probabilistic graph representations. We believe network-based approaches present a common ground for both computational and life scientists that is intuitive and easy to interpret. Furthermore, we advocate that computational tools designed for biological or clinical data analysis should not solely rely on experimental outcomes but also make use of existing scientific knowledge.

We present an approach based on these two main pillars, generating interaction networks for meta-multi-omics data using stochastic modeling and external knowledge. We present an accompanying website that is freely available to the academic community to use the software that implements the proposed approach. The generated interaction networks can be used for mechanistic modeling and hypothesis generation for further testing. Using the proposed approach, existing meta-multi-omics data can be re-analyzed, mining additional information from experimental data that has taken significant resources to obtain.

## Figures and Tables

**Figure 1:**
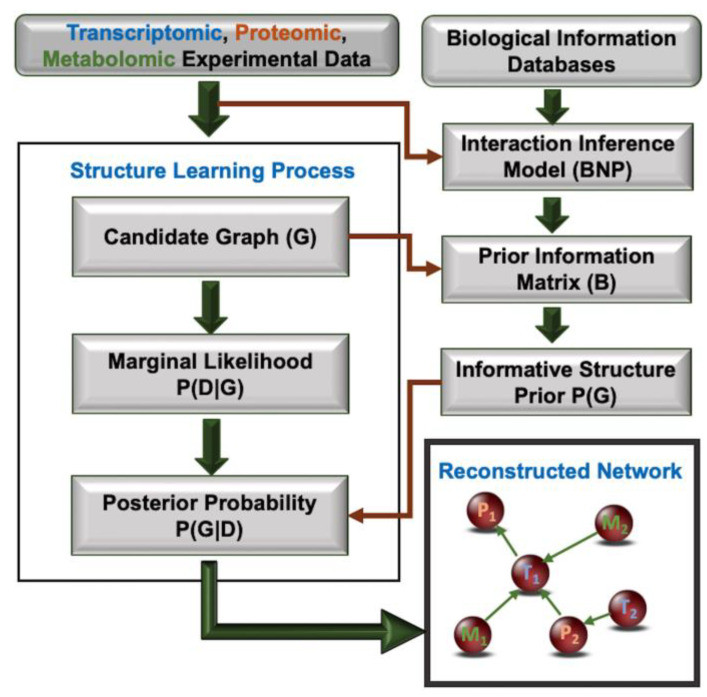
Workflow for network generation using meta-multi-omics data with external knowledge. G—Graph; D—Data; BNP—Bayesian Network Prior construct; B—molecular interaction probability matrix based on BNP; Pi, Mi, and Ti—ith input protein, metabolite, and transcript, respectively.

**Figure 2:**
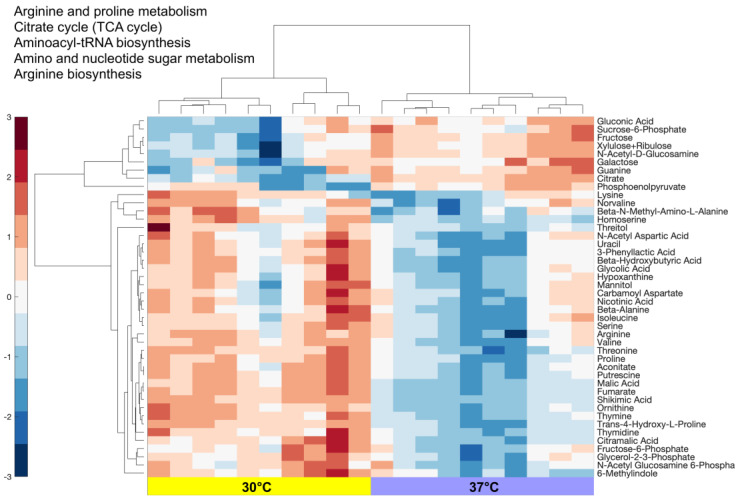
Hierarchical clustering of samples/metabolites and pathways enriched with the 44 differentially expressed metabolites. The scale on the left shows the range of the standardized row expression levels.

**Figure 3:**
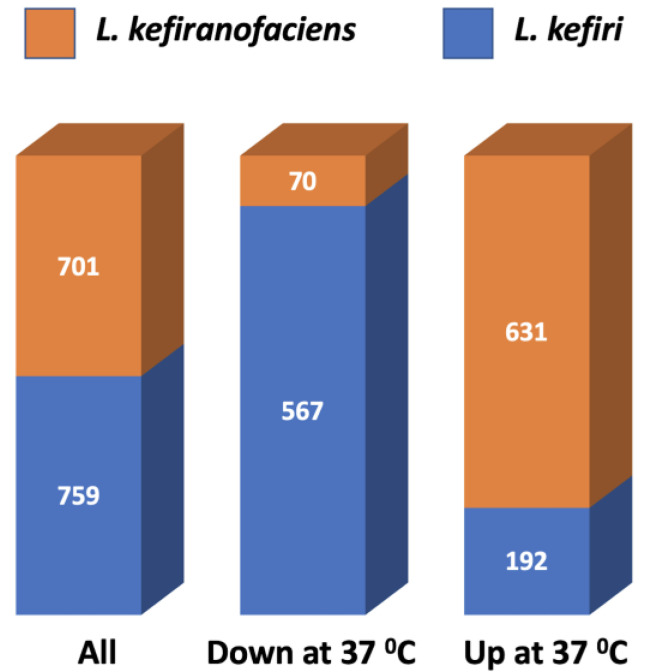
Breakdown of significantly differentially expressed proteins by organism and by directionality.

**Figure 4:**
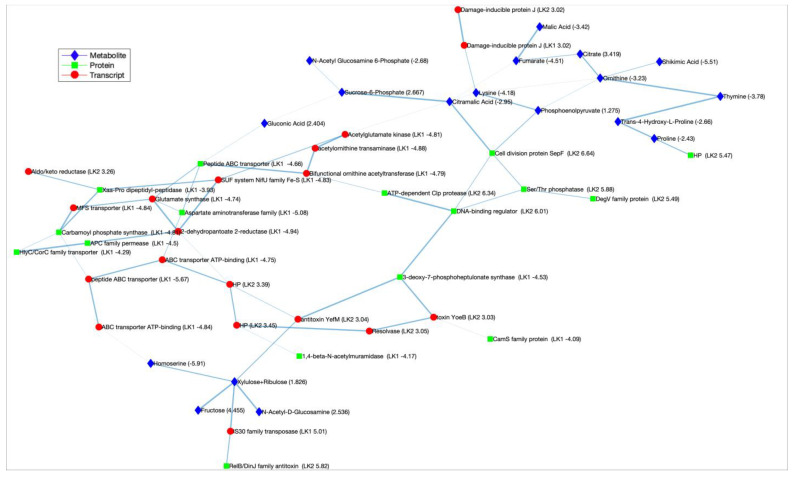
Multi-omics interaction network. Fold change values (37 °C/30 °C) are shown in parentheses. LK1—*L. kefiri*; LK2—*L. kefiranofaciens*. Edge thickness denotes confidence in the interaction.

**Table 1:** Top 20 significantly up/downregulated genes between 37 °C and 30 °C. LK1—*L. kefiri*; LK2—*L. kefiranofaciens*; FC—Fold Change; p_adj—adjusted *p*-value.

Gene ID/Organism	log2 FC	p_adj	Gene Description
12225/LK1	5.01	3.64 × 10^−02^	IS30 family transposase
02047/LK2	3.45	6.80 × 10^−114^	hypothetical protein
01570/LK2	3.39	4.03 × 10^−133^	hypothetical protein
01848/LK2	3.26	2.12 × 10^−245^	Aldo/keto reductase
02423/LK2	3.22	2.52 × 10^−146^	hypothetical protein
02046/LK2	3.05	8.80 × 10^−82^	Resolvase, N terminal domain
01913/LK2	3.04	7.70 × 10^−112^	antitoxin YefM
01912/LK2	3.03	4.81 × 10^−67^	toxin YoeB
02422/LK2	3.02	5.27 × 10^−148^	DNA-damage-inducible protein J
12115/LK1	3.02	5.56 × 10^−148^	damage-inducible protein J
03195/LK1	−5.68	2.39 × 10^−285^	peptide ABC transporter substrate-binding protein
10965/LK1	−4.94	2.38 × 10^−72^	2-dehydropantoate 2-reductase
07015/LK1	−4.88	6.54 × 10^−222^	acetylornithine transaminase
05460/LK1	−4.85	1.88 × 10^−258^	MFS transporter
05315/LK1	−4.85	4.06 × 10^−162^	ABC transporter ATP-binding protein
01085/LK1	−4.83	9.68 × 10^−78^	SUF system NifU family Fe-S cluster assembly protein
07020/LK1	−4.81	1.90 × 10^−145^	acetylglutamate kinase
07025/LK1	−4.79	3.71 × 10^−172^	bifunctional ornithine acetyltransferase/N-acetylglutamate synthase
05320/LK1	−4.75	5.02 × 10^−156^	ABC transporter ATP-binding protein
01060/LK1	−4.75	3.16 × 10^−164^	glutamate synthase

## Data Availability

RNA-seq data is deposited in the NCBI GEO database with the accession number GSE229515. The mass spectrometry proteomics data is deposited to the ProteomeXchange Consortium via the PRIDE [62] partner repository with the dataset identifier PXD042954. The metabolomics data is available at the NIH Common Fund’s National Metabolomics Data Repository (NMDR) website, the Metabolomics Workbench [63], where it has been assigned Study ID ST002741. The software used in this publication is available at http://otulab.unl.edu/MEMINEX (accessed on 1 August 2023).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12151998/s1. File S1: List of significantly differentially expressed transcripts, metabolites, and proteins. File S2: Detailed comparison of MEMINEX and correlation networks listing all, overlapping, and multi-omics edges. Figure S1: Growth curves for mono- and co-cultures at 30 °C (A) and 37 °C (B). LK1—*L. kefiri*; LK2—*L. kefiranofaciens*; Mixed—Co-culture. Figure S2: Multi-omics interaction network based on a correlation-based approach.

# Supplementary material for: Integration of Meta-Multi-Omics Data Using Probabilistic Graphs and External Knowledge
**Source:** Cells. 2023 Aug 4;12(15):1998. doi: 10.3390/cells12151998
**Supplement:** Supplementary file 1

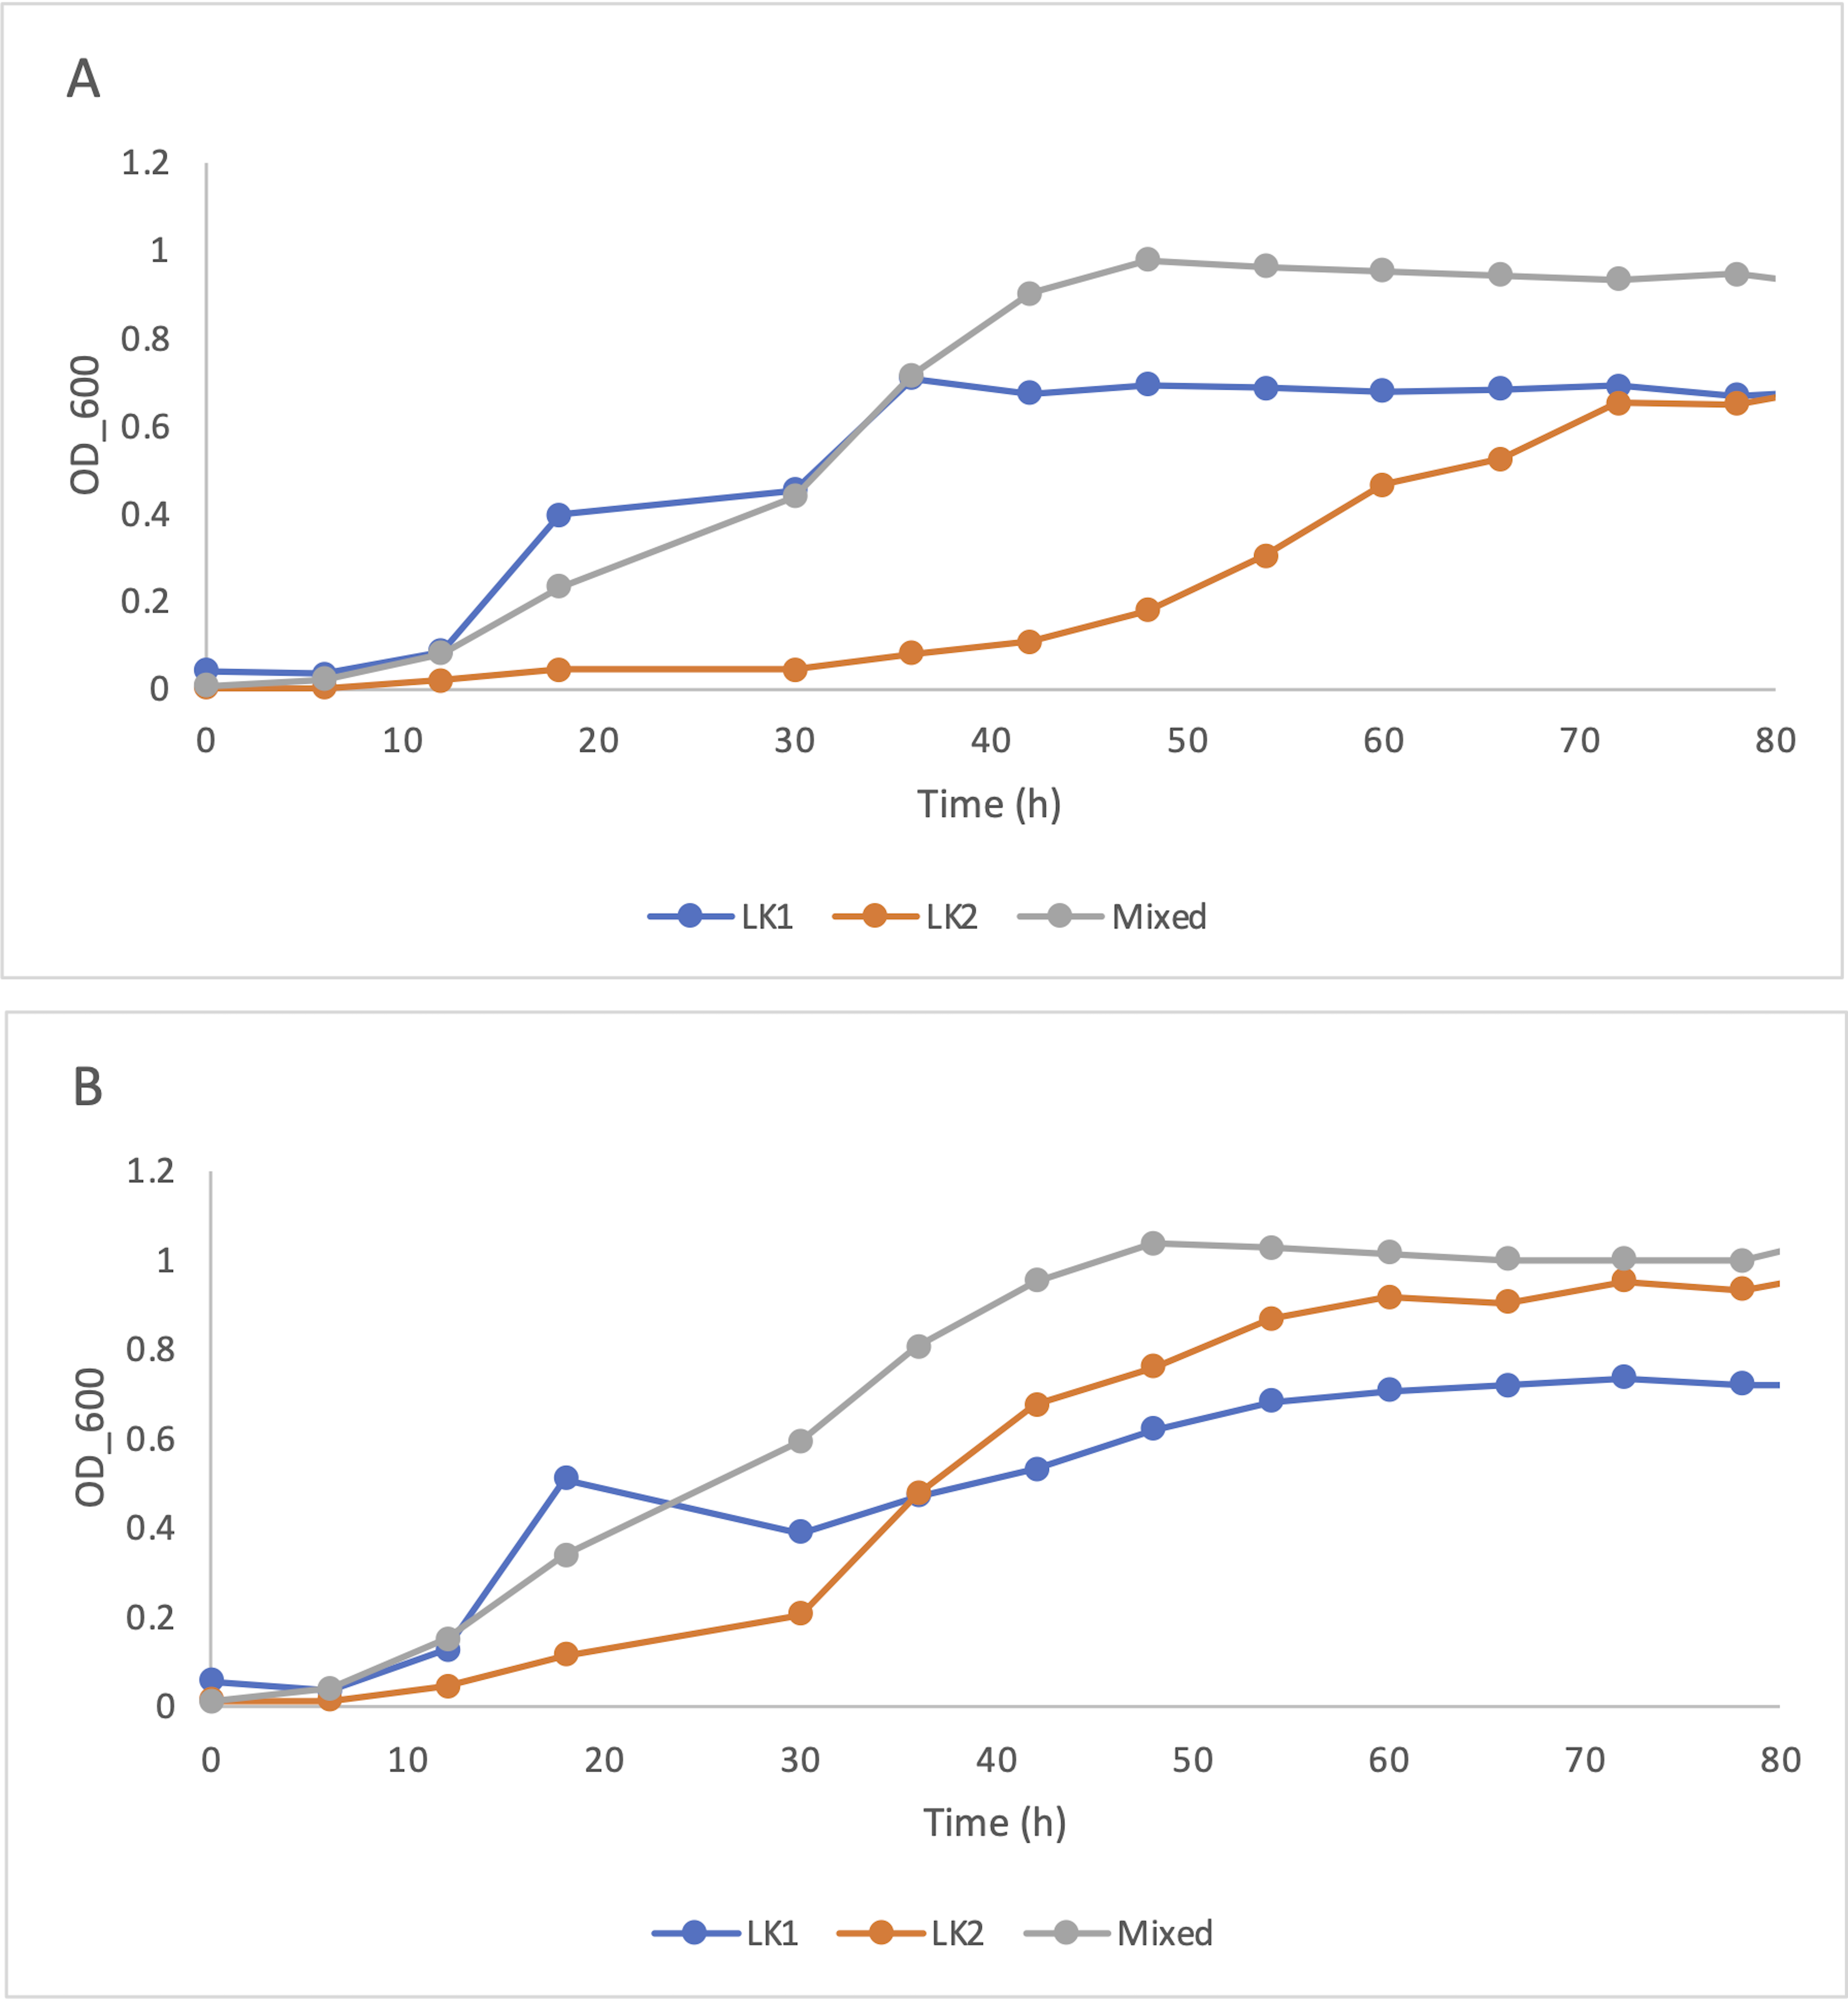

Figure S1: Growth curves for mono- and co-cultures at 30 °C (A) and 37 °C (B). LK1—*L. kefiri*; LK2—*L. kefiranofaciens*; Mixed—Co-culture

Figure S2: Multi-omics interaction network based on a correlation-based approach.

How the deposited data were processed for this re-analysis (not part of the article)

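Co-cultures of *L. kefiri* (JCM5818) and *L. kefiranofaciens* (JCM6985) were kept for 3 days at 30 °C or 37 °C, with 10 tubes each, and RNA of each tube was sequenced after ribosomal RNA depletion. The paper describes a combined inoculum for all tubes, so the tubes are parallel cultures. The authors checked the reads with FastQC 0.11.9, trimmed them with Trimmomatic 0.40 and quantified them with Salmon 1.6.0 against the genes of both species. The deposited table gives TPM for 4955 genes in 20 libraries, and the libraries sum to the same total over both species, which was checked on the values. The paper states a planned depth per sample, but read counts are not in the table, so the depth obtained per library is unknown and no interval for counting error is given. The paper compared the temperatures with DESeq2, which takes counts, and those counts were not analysed here. The sample labels and the paper give no sequencing batch or date. The strain entries of the labels take 20 different values over the libraries, while the paper names a single strain per species, and the paper's strains are used. The description of replicate 1 at 30 °C carries another number than its title, and the title was followed. Libraries of the same temperature correlated between 0.981 and 0.996 at 30 °C and between 0.958 and 0.996 at 37 °C, and no libraries were identical.

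Genes with a mean of at least 1 TPM over all libraries were tested, 4626 in all, with limma 3.58.1 in R 4.3.3 (linear model on log2(TPM + 1), empirical Bayes moderation, 2-sided). The p-values were adjusted by Benjamini–Hochberg over the genes of both species. A gene was called at a fold change above 2 and an adjusted p under 0.05. The comparison was made on TPM as deposited and after each species had been rescaled to the same total in every library. The share of *L. kefiranofaciens* is the sum of its TPM over the sum of all genes and was compared with a permutation test of 100000 resamples. Other values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The code for limma calls was tested on simulated data, in which 100 of 100 genes changed by 1.5 on the log2 scale were recovered in both scalings, with 1 false call. The code for correlations was tested on simulated pairs and gave a p under the threshold in 3 of 100 pairs with no correlation and in 96 of 100 with a correlation of 0.9.

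Before the data were examined, 20 gene lists were set as searches of the gene descriptions, and the alternatives, the tests and the rule for named genes were set. The rule takes the genes of Table 1 and those the discussion names, the genes of each species listed against its main direction in Supplemental File S1, the 10 genes with the largest change per species and direction with a known product and at least 9 of 10 libraries at 37 °C on the same side of the median at 30 °C, and in each list the 4 most abundant members and the 2 with the largest and smallest change. It takes 234 genes, of which 93 are named. The values of the paper's tables had been seen when the rule was written. Each list was tested against the other genes of the species with camera, with a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists of the species. With the preset correlation 8 lists of *L. kefiri* and 4 of *L. kefiranofaciens* passed an adjusted p of 0.05, and with the estimated correlation none passed in either species. The counts of list members adjusted over the list alone equal those adjusted over all genes. The searches also took in some genes by their wording, such as peptide chain release factors among the toxins and antitoxins, 1 alcohol dehydrogenase of *L. kefiranofaciens* among the chaperones, a phage shock protein of *L. kefiranofaciens* and cholinephosphotransferases of both species among the prophage genes, and folylpolyglutamate synthases among the genes of glutamate synthesis, and they were kept. Camera gave adjusted p = 0.0946 for the ATP synthase, 0.0946 for the toxins and antitoxins, 0.0710 for the chaperones and 0.139 for the iron-sulfur genes of *L. kefiri*. In some lists the direction of camera, which compares with the other genes of the species, differs in sign from the median within the species: camera points higher and the median is below 0 for the chaperones, cold shock proteins, toxins and antitoxins, sugar transport, nucleotide synthesis and oxidative stress genes of *L. kefiri*. In *L. kefiranofaciens*, camera points lower and the median is above 0 for sugar transport and ATP synthase, and the mean is above 0 for exopolysaccharide synthesis.

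The transcript pairs are those linked in either network of Supplementary File S2, tested within a temperature with Spearman's rho and Pearson's r over 78 relations per coefficient. Most pairs come from the correlation-based network, which used the same libraries, so the tests are not independent of the choice of pairs. Genes with nearly the same TPM in all libraries, as reads that fit both would give, were searched for, and 1 pair across the species was found, protein J. Within *L. kefiranofaciens*, copies of transposases and of hypothetical proteins share their TPM, and the lists were also tested with copies counted once. The alternatives were pseudocounts of 0.1 and 5 TPM, no filter on low values, a mean of at least 10 TPM, median-ratio scaling of the libraries over both species or within each, leaving out the 9 genes above 1% of any library, limma-trend, the Wilcoxon rank-sum test, the adjusted p alone, the replicate number as a block, and each library left out in turn. The monocultures, proteins and metabolites of the paper were not analysed here. The copy of Supplemental File S1 at hand holds the complete list of the 1624 higher transcripts but only the leading 1999 of 2055 lower ones, so no overlap with the lower *L. kefiri* genes was computed, while the 4 lower *L. kefiranofaciens* genes are all held.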

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

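The tests of the mixed-sample, shared-read and IS30 explanations below were chosen after the results had been seen, while the comparison with other splits of the libraries was set before. On TPM as deposited, nearly all *L. kefiri* genes were lower and most *L. kefiranofaciens* genes higher at 37 °C. A candidate explanation is the change in the share of both species in the mixed sample, which moves all genes of a species by a single factor. After rescaling to the median gene of the species, 7.51% of the lower *L. kefiri* genes and 9.15% of the higher *L. kefiranofaciens* genes were still called in their direction, which argues against the share as the whole cause for either species. On the log2 scale, the share of *L. kefiri* changed by −1.58 and that of *L. kefiranofaciens* by 0.91. The median genes of the species changed by −2.06 and 1.02 as deposited, so the share makes up most of the shift of the median gene. What lies behind the share stays open, since the design cannot separate a change in cell number from a change in RNA per cell.

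DNA damage-inducible protein J of *L. kefiri* (12115/LK1) is among the 3 *L. kefiri* genes called higher. Its TPM differed from that of the *L. kefiranofaciens* copy by at most 0.0119% of their mean in any library, so its rise may come from reads of the *L. kefiranofaciens* gene, and the file cannot show which species made the transcript.

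The IS30 family transposase 12225/LK1 was present in only some libraries, and replicate 10 at 30 °C stood apart from the other 9, with a gap of 1.00 of the whole range (0.9997 in full). Reads may be shared with the other 17 IS30 family transposases of both species. Within the 10 libraries at 37 °C, Spearman's rho with their summed TPM was 0.309 (permutation p = 0.386), and Pearson's r was 0.519 (permutation p = 0.143) and −0.561 without the 2 farthest libraries, so the relation rests on those libraries and the explanation cannot be told apart from a change in the gene itself.

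Of the 188 groups of 10 libraries tested for a library far from the others, 5 passed, and chance gives about 1 in 20 groups. Besides 12225/LK1, the transposase 11840/LK1 had replicate 8 at 37 °C highest, with a gap of 0.498 of the range. The toxin 11450/LK1 had replicate 10 at 30 °C highest, with a gap of 0.635 or 0.6355 in full. The hypothetical protein 02047/LK2 had replicate 3 at 30 °C highest, with 0.480, and the cold shock protein 01086/LK2 replicate 1 at 30 °C, with 0.503 or 0.5035 in full.

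For the 18 lists with at least 3 members in each species, the mean change relative to the median gene of the species was compared between the species with a permutation of the temperature labels over the libraries. An adjusted p under 0.05 was found for 11 of the 18 lists, and 5 of these had opposite signs. The permutation keeps the members of each list fixed. Its p-value therefore measures the spread between libraries and not the spread between genes, and small differences can pass. *L. kefiranofaciens* minus *L. kefiri*, the difference was 1.41 for iron-sulfur cluster assembly (0.28 against −1.12), 1.00 for peptide and amino acid transport (0.11 against −0.89), 0.37 for prophage genes (0.14 against −0.24) and 0.32 for surface layer and cell wall anchored proteins (0.04 against −0.28). For lactose and galactose use it was −1.63 (−0.78 against 0.85). The adjusted p was 9.0e-05 for 4 of them and 0.00207 for the prophage genes. Of the 5 *L. kefiranofaciens* genes in the prophage list, 2 entered by their wording, a phage shock protein and a cholinephosphotransferase. Against the other genes of their species, the iron-sulfur, prophage and surface lists did not pass (camera, adjusted p = 0.139, 0.362 and 0.346 in *L. kefiri* and 0.469, 0.644 and 0.499 in *L. kefiranofaciens*). The peptide transport and lactose lists passed in *L. kefiri* alone with the preset correlation, and none passed with an estimated correlation.

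The paper does not discuss genes that go against the main direction of their species after rescaling. Within the species, 67 *L. kefiri* genes were higher and 60 *L. kefiranofaciens* genes were lower, and by the median ratio within the species 203 and 89.

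Other splits of the 20 libraries into 10 and 10 were drawn at random to make 100 with the real one. As deposited, the real split called 2103 lower *L. kefiri* genes, and no other split called more than 1698 (1 of 100 splits as large). With 100 splits no fraction under 1 of 100 can be shown, so chance is made less likely but is not excluded. For higher *L. kefiranofaciens* genes the values were 1202 and 329 (1 of 100). The counts of 3 higher *L. kefiri* genes and 8 lower *L. kefiranofaciens* genes were reached by 4 of 100 splits each, the real split included, and the highest others, 1698 and 329, are larger. The other splits were not balanced for temperature, so their calls can hold part of the temperature difference. How much of it they hold was not tested. Within the species, the real and the highest other counts were 538 and 137 for lower *L. kefiri* genes, 152 and 18 for higher *L. kefiranofaciens* genes and 60 and 18 for lower *L. kefiranofaciens* genes (1 of 100 each), and 67 and 137 for higher *L. kefiri* genes (4 of 100).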

How the results depend on the processing

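All alternatives here but the copies counted once were set before the values were seen. Leaving out single libraries kept all counts within 1.5 times: as deposited 2065 to 2125 lower and 3 to 3 higher *L. kefiri* genes and 1156 to 1239 higher and 7 to 9 lower *L. kefiranofaciens* genes, and within the species 498 to 563 lower and 65 to 70 higher *L. kefiri* genes and 148 to 167 higher and 59 to 64 lower *L. kefiranofaciens* genes. The difference in share stayed between 36.9 and 38.6 points. By the adjusted p alone, the counts were 13 higher *L. kefiri* and 2200 higher and 44 lower *L. kefiranofaciens* genes as deposited, and within the species 348 higher and 1596 lower *L. kefiri* and 1120 higher and 654 lower *L. kefiranofaciens* genes, since no fold was asked for. With median-ratio scaling, 3 *L. kefiranofaciens* genes were lower as deposited, and within the species 203 *L. kefiri* genes were higher and 158 lower; the scaling shifts all genes of a species alike. Rescaling within the species left 5 of 22 transcript relations by Spearman's rho and 8 of 37 by Pearson's r, and turned 07015/LK1 with 07020/LK1 at 37 °C from 0.78 to −0.1152 (−0.12). As deposited, all *L. kefiri* genes also carry the share of their species, which ran from 11.5% to 25.1% at 37 °C. The rescaling takes this share out, but how much of the turn comes from it was not tested. A pseudocount of 5 TPM, the other filters, limma-trend and the Wilcoxon test kept all 8 counts within 1.5 times. With the replicate number as a block all 8 counts stayed the same, and 1 list, the *L. kefiranofaciens* transposases, passed besides (camera, adjusted p = 0.0468). The block, limma-trend and the Wilcoxon test leave the fold changes as they are and could move calls only through the p-values. Their steady counts are thus a weak check and say nothing on pairing. The libraries were not taken as paired, a choice set beforehand because the paper's methods name no pairing. Same-numbered libraries correlated above 0.1 in 4 of 10 pairs as deposited and in 5 of 10 rescaled within the species. Of the 20 libraries, 3 as deposited and 8 rescaled correlated best with their own number, so a link between same-numbered tubes stays open. Of 2599 comparisons of the 93 named genes under an alternative as deposited, 2586 stayed on their side of the thresholds, and of 2599 within the species 2593 did, with none reversed. The 93 are only those genes of the rule that the text names, many taken for large changes. Most alternatives leave out a single library, so these counts do not show how all genes of the rule behave. The list tests stayed on their side in 1125 of 1131, and with copies counted once 12 lists passed, as before, with adjusted p = 0.0626 for the *L. kefiranofaciens* transposases. The paper states a planned depth per sample, but the reads obtained per library are not in the file, so low TPM values, such as those of 12225/LK1, carry an unknown counting error.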

Differences from the paper's values

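The ratio of group means was chosen after the values had been seen, and the other alternatives were set before. The paper reports 4 lower *L. kefiranofaciens* genes; here 8 were lower at the paper's thresholds. Among the alternatives set before the data were examined, the count is no more than 1.5 times apart from the paper's with a pseudocount of 5 TPM (6 genes, 3 of them among the paper's), without the genes above 1% of a library (6, with all 4 of the paper's) and with median-ratio scaling (3, all among the paper's). It is further apart with the other alternatives. All 4 genes the paper lists are among the 8. The paper's 1620 higher *L. kefiranofaciens* genes include all 1202 called here, and 1540 of them are called with median-ratio scaling. Of its 4 higher *L. kefiri* genes, 3 are called here, and 05410/LK1 is called with median-ratio scaling.

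All 20 genes of Table 1 have the paper's direction, and all 20 have a smaller size here. For 10, the log2 fold change differs by more than the residual SD. For the transposase 12225/LK1 the paper reports 5.01 and the value here is 2.56, for 01570/LK2 3.39 and 3.11, and for 01913/LK2 3.04 and 2.80. For 03195/LK1 the paper reports −5.68 and the value here is −5.12, for 10965/LK1 −4.94 and −4.29, for 05460/LK1 −4.85 and −4.26, for 05315/LK1 −4.85 and −4.40, for 01085/LK1 −4.83 and −4.00, for 05320/LK1 −4.75 and −4.16, and for 01060/LK1 −4.75 and −4.29. With a pseudocount of 0.1 TPM, 9 of these 10 no longer differ, the exception being 01570/LK2, which no longer differs with median-ratio scaling or without the genes above 1% of a library. These last 2 settings also remove the difference for 01913/LK2, as does leaving out replicate 1, 4 or 7 at 30 °C or replicate 5 at 37 °C. Leaving out replicate 10 at 30 °C removes it for 12225/LK1, and the other alternatives keep the differences. Some alternatives make more of the 20 genes differ, 19 with a pseudocount of 5 TPM, 14 without replicate 10 at 30 °C or without replicate 9 at 37 °C, and 12 with the replicate number as a block. The ratio of the group means after median-ratio scaling is on the scale that matches the paper's: none of the 20 differs, the largest difference is 0.02, and 3607 of the 3623 listed transcripts at hand lie within 0.05 of the listed value. On that scale the values are 5.02 for 12225/LK1, 3.39 for 01570/LK2, 3.05 for 01913/LK2, −5.68 for 03195/LK1, −4.95 for 10965/LK1, −4.86 for 05460/LK1, −4.85 for 05315/LK1, −4.85 for 01085/LK1, −4.77 for 05320/LK1 and −4.75 for 01060/LK1. For 12225/LK1 this ratio rests on replicate 10 at 30 °C, which holds nearly all of the mean at 30 °C (10.2 TPM, the other 9 being near 0). The ratio drops 1 of the 1624 transcripts listed as higher below a fold of 2.

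The paper says that a single gene of *L. kefiri* is among the 10 highest in Table 1. The table lists 2, the transposase 12225/LK1 and protein J (12115/LK1), which are both called here. The paper describes the 10 lowest *L. kefiri* genes as carriers of peptides and sugars. Of the 10, 4 are described as transporters in the deposited table, none of them as a sugar transporter, and 4 belong to arginine or glutamate synthesis.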

Other observations

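The search for genes at 0 was chosen after the values had been seen, and the gene lists were set before. Over all tested genes of *L. kefiri*, 92.5% fell as deposited and 23.7% within the species. In *L. kefiranofaciens*, 51.1% of all tested genes rose as deposited and 6.46% within the species. The cold shock proteins are small proteins that bind nucleic acids. All 3 *L. kefiri* genes of this list fell as deposited, and 1 fell within the species. The abundant *L. kefiri* transcript 01810/LK1 was at 8804 ± 1863 TPM (SD, n = 10) at 30 °C and 3850 ± 1462 TPM (SD, n = 10) at 37 °C. Its log2 fold change was −1.25 as deposited and 0.36 within the species, where it was not called. The transcript 02925/LK1 fell from 190 ± 46.2 TPM to 20.8 ± 8.38 TPM, with a log2 fold change of −1.73 within the species. In *L. kefiranofaciens*, 01086/LK2 fell by 1.88 on the log2 scale within the species (standard error 0.12, adjusted p = 3.6e-12). Of 16 genes of oxidative and universal stress in *L. kefiri*, 15 fell as deposited, and within the species 1 rose (2 by the median ratio), the universal stress protein 01995/LK1 (1.25). That list was higher than the other *L. kefiri* genes within the species (camera, adjusted p = 0.0289; adjusted p = 0.206 with an estimated correlation), although its median (−0.10) and mean (−0.02) within the species were below 0. Of 10 genes of lactose and galactose use in *L. kefiri*, 5 fell as deposited and 1 within the species, and 6 rose by the median ratio within the species (camera, higher, adjusted p = 3.8e-04; adjusted p = 0.206 with an estimated correlation). Of the 8 such genes in *L. kefiranofaciens*, 2 rose and 1 fell as deposited and 3 fell within the species, and the abundant beta-galactosidase 01770/LK2 was at 959 ± 77.5 TPM and 1331 ± 256 TPM. The UDP-galactose 4-epimerase 01771/LK2 was at 1858 ± 206 TPM and 2973 ± 465 TPM.

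Of 13 prophage genes of *L. kefiri*, 12 fell as deposited, and 4 fell within the species (2 lower and 1 higher by the median ratio). A tail tape measure protein (06220/LK1) fell from 581 ± 57.0 TPM to 57.8 ± 17.0 TPM as deposited, and by 1.77 on the log2 scale within the species. In *L. kefiranofaciens*, an iron-sulfur cluster protein (00699/LK2) rose from 129 ± 19.7 TPM to 608 ± 67.4 TPM, an amino acid transporter (01235/LK2) rose by 1.65 on the log2 scale within the species, and dihydroorotate dehydrogenase (00004/LK2), an enzyme of pyrimidine synthesis, by 1.43. Of 20 and 17 genes of purine and pyrimidine synthesis, 19 *L. kefiri* genes fell and 9 *L. kefiranofaciens* genes rose as deposited, against 5 and 1 within the species, and the median ratio gives 1 lower and 1 higher *L. kefiri* gene. Of 24 and 19 genes of cell division and cell shape, 23 *L. kefiri* genes fell and 11 *L. kefiranofaciens* genes rose as deposited. Within the species, 3 of these *L. kefiri* genes fell and 1 rose, which turns to none lower and 1 higher by the median ratio, and no *L. kefiranofaciens* gene was called. Of 12 genes of exopolysaccharide synthesis in *L. kefiri*, all fell as deposited and 4 within the species (none by the median ratio). Of the 18 chaperones and proteases of *L. kefiri*, 15 fell as deposited, and 4 fell and 2 rose within the species, which turns to none lower and 4 higher by the median ratio. All 9 of its surface layer and cell wall anchored proteins fell as deposited and 3 within the species (1 by the median ratio). In *L. kefiranofaciens*, 4 of 5 prophage genes, 3 of 5 iron-sulfur genes, 7 of 13 oxidative and universal stress genes and 1 of 8 ATP synthase genes rose as deposited, against none, 1, 2 and none within the species. By the median ratio, 1 of the *L. kefiranofaciens* oxidative and universal stress genes was higher. None of its 6 genes of arginine, ornithine and glutamate synthesis was called, the large subunit of carbamoyl-phosphate synthase (00225/LK2) having 38.0 ± 4.56 TPM and 64.1 ± 5.37 TPM. The sugar transport genes of *L. kefiranofaciens*, 48 in all, had 24 higher and 1 lower as deposited and 3 higher and 5 lower within the species (8 lower by the median ratio). Of its 52 genes of peptide and amino acid transport, 32 rose as deposited, and 6 rose and 2 fell within the species (4 and 2 by the median ratio).

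Of the 305 *L. kefiri* genes listed at 0 in all libraries, 195 lie in 7 runs of at least 10 neighbouring gene numbers, the longest with 39 genes, against at most 6 in 1000 shuffles of the same genes. Among these 305, 195 are described as hypothetical proteins, 22 as transposases, integrases, recombinases or resolvases and 42 as related to conjugation or mobilization. The pooled Spearman's rho over all 20 libraries equals the listed value of Supplementary File S2 to the sixth decimal for all 36 transcript pairs of the correlation-based network, and 25 of them differ from it by more than their jackknife error when TPM are rescaled within the species.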
